# Evidence of myomiR regulation of the pentose phosphate pathway during mechanical load‐induced hypertrophy

**DOI:** 10.14814/phy2.15137

**Published:** 2021-12-09

**Authors:** Taylor Valentino, Vandre C. Figueiredo, C. Brooks Mobley, John J. McCarthy, Ivan J. Vechetti

**Keywords:** myomiR, NADPH, pentose phosphate pathway, redox metabolism, skeletal muscle hypertrophy

## Abstract

Many of the molecular and cellular mechanisms discovered to regulate skeletal muscle hypertrophy were first identified using the rodent synergist ablation model. This model reveals the intrinsic capability and necessary pathways of skeletal muscle growth in response to mechanical overload (MOV). Reminiscent of the rapid cellular growth observed with cancer, we hypothesized that in response to MOV, skeletal muscle would undergo metabolic programming to sustain increased demands to support hypertrophy. To test this hypothesis, we analyzed the gene expression of specific metabolic pathways taken from transcriptomic microarray data of a MOV time course. We found an upregulation of genes involved in the oxidative branch of the pentose phosphate pathways (PPP) and mitochondrial branch of the folate cycle suggesting an increase in the production of NADPH. In addition, we sought to determine the potential role of skeletal muscle‐enriched microRNA (myomiRs) and satellite cells in the regulation of the metabolic pathways that changed during MOV. We observed an inverse pattern in gene expression between muscle‐enriched myomiR‐1 and its known target gene glucose‐6‐phosphate dehydrogenase, *G6pdx*, suggesting myomiR regulation of PPP activation in response to MOV. Satellite cell fusion had a significant but modest impact on PPP gene expression. These transcriptomic findings suggest the robust muscle hypertrophy induced by MOV requires enhanced redox metabolism via PPP production of NADPH which is potentially regulated by a myomiR network.

## 1 INTRODUCTION

First described almost 60 years ago, the rodent synergist ablation model has been instrumental in identifying many of the cellular and molecular mechanisms involved in the regulation of skeletal muscle hypertrophy which were subsequently shown to be conserved in humans in response to resistance exercise (Baar & Esser, 1999; Bodine et al., 2001; DeVol et al., 1990; Goldberg et al., 1975; Hornberger et al., 2006). In particular, synergist ablation has been reported to increase mouse plantaris muscle weight by 30%–50% following 14 days of MOV (Roberts et al., 2020; Terena et al., 2017; Vechetti et al., 2019). The supra‐physiological growth induced by synergist ablation‐induced MOV reveals the remarkable intrinsic capability of skeletal muscle to hypertrophy. The identification of the metabolic processes that allow for such rapid and robust hypertrophic growth may provide insight that can be used to enhance the recovery of muscle following periods of disuse or under conditions in which the growth response to a hypertrophic stimulus is impaired such as with aging.

Metabolism has an essential role during cellular growth, whereby multiple pathways generate and provide the necessary requirements needed for anabolism (Zhu & Thompson, 2019). However, despite this evidence, during skeletal muscle hypertrophy the focus has primarily been on mTOR signaling, energy systems that rapidly produced ATP such as glycolysis and the phosphocreatine pathway, and the energy sensor AMPK (Egan & Zierath, 2013; Hargreaves & Spriet, 2020; Kjobsted et al., 2018; Miyazaki & Esser, 2009). The role of metabolic reprograming during skeletal muscle growth has only recently been investigated. For example, it was demonstrated the participation of important metabolic processes, such as the polyamine pathway, hexosamine biosynthetic pathway, and serine synthesis pathways play a role in skeletal muscle hypertrophy (Lambert et al., 2018; Stadhouders et al., 2020; Tabbaa et al., 2021). Therefore, overlooked metabolic networks may be contributing to the regulation of muscle mass.

MOV induces rapid and robust skeletal muscle growth which resembles the accelerated growth that occurs in cancer cells. It has been demonstrated that to be able to handle the high rates of growth, cancer cells alter their metabolism to rely more heavily upon the fermentation of glucose to lactate despite the presence of oxygen and functioning mitochondria (Hsu & Sabatini, 2008; Liberti & Locasale, 2016; Sun et al., 2018; Warburg et al., 1927). This metabolic phenomenon known as the Warburg Effect (first described by Otto Warburg) was initially thought to be critical for supplying ATP at a high rate necessary to support the rapid cell growth associated with cancer (Liberti & Locasale, 2016). This perspective has shifted in recent years to one in which the main purpose of aerobic glycolysis (Warburg Effect) is not ATP production per se but rather the generation of glycolytic intermediates that serve as precursors for the macromolecules (e.g., nucleotides, amino acid, and lipids) required for cell growth (Rosenzweig et al., 2018). In addition, metabolic reprograming could be a way in which redirecting metabolism modulates metabolic intermediates that subsequently dictates cellular behavior. This is seen in the control of epigenetics (Diehl & Muir, 2020), transcription factors (Li et al., 2018; Lu et al., 2002), enzymes (Maguire et al., 2021), and increases in pathways which generate necessary substrates needed to fuel tumor growth (Fan et al., 2019). Together, these results suggest that metabolic reprogramming can induce a variety of cellular changes that could modify crucial signaling pathways related to growth. Since MOV‐induced skeletal muscle hypertrophy stimulates a supra‐physiological growth, we hypothesize that, similarly to the cancer cells, skeletal muscle fibers utilize aerobic glycolysis to support this rapid increase in size.

As an initial effort to test this hypothesis, we analyzed a microarray transcriptome time course analysis of MOV‐induced muscle hypertrophy and focused on genes specifically associated glucose metabolism. In support of our hypothesis, we show the upregulation of genes known to have a central role in the pentose phosphate pathway (PPP) and one‐carbon metabolism for the production of NADPH. We provide evidence for a role of muscle‐enriched myomiR‐1 in the regulation of the PPP by targeting glucose‐6‐phosphate dehydrogenase, *G6pdx*, a known target gene of myomiR‐1, and the rate limiting step of the PPP. Finally, we observed a modest response of PPP gene expression upon satellite cell fusion, providing evidence of the satellite‐enriched myomiR‐206 as an additional regulator of skeletal muscle metabolism during MOV. The findings from our bioinformatics analyses identified candidate genes that warrant further investigation and their respective role in the metabolic programming that permits the robust hypertrophic growth induced by MOV.

## 2 METHODS

### 2.1 Animals

All experimental procedures involving mice were approved by the University of Kentucky Institutional Animal Care and Use Committee. To deplete satellite cells, we crossed Pax7*^CreER^* ^/^ *^CreER^* mouse (stock no. 017763) to the Rosa26*^DTA^* ^/^ *^DTA^* mouse (stock no. 010527) (The Jackson Laboratory) to generate the Pax7‐DTA mouse as previously described by us (Fry et al., 2014; McCarthy et al., 2011; Murphy et al., 2011). Mice were housed in a temperature and humidity‐controlled room and maintained on a 14:10‐h light‐dark cycle with food and water ad libitum.

### 2.2 Experimental design

Adult (5 months old) female Pax7‐DTA mice were randomly assigned to receive either an intraperitoneal injection of tamoxifen (2.5 mg/day) or vehicle (15% ethanol in sunflower seed oil) for five consecutive days followed by a 2‐week washout period. Following the washout period, vehicle‐ and tamoxifen‐treated mice were then randomly assigned to sham or a synergist ablation surgery group with the plantaris muscle collected after 1, 3, 5, or 7 days (*n* = 5–6/group).

### 2.3 Synergist ablation

To induce skeletal muscle hypertrophy of plantaris muscle via mechanical overload (MOV), a bilateral synergist ablation surgery which results in significant skeletal muscle hypertrophy, was performed as previously described by our laboratory (Chaillou et al., 2013; Figueiredo et al., 2019; Hamilton et al., 2014; McCarthy & Esser, 2007; Vechetti et al., 2019). Mice were anesthetized (3% isoflurane with 1.5 L of O_2_ per minute), placed in sternal recumbence where a small incision was made on the dorsal aspect of the lower hind limb with approximately half of the gastrocnemius and entire soleus muscle carefully excised. No apparent damage was observed to the neural and vascular supply of the plantaris muscle following the surgery. At the designated time point post‐surgery, mice were euthanized via CO_2_ inhalation followed by cervical dislocation with the plantaris muscles excised, weighed, snap frozen in liquid nitrogen, and stored at −80°C until downstream analyses.

### 2.4 RNA isolation

Total RNA was isolated from plantaris muscle previously frozen in liquid nitrogen. Samples were homogenized using a tissue homogenizer (Bullet Blender, Next Advance Inc.). Following homogenization, RNA was isolated via phase separation by the addition of bromochloropropane (BCP) and centrifugation at 15,000 × *g* for 15 min. The supernatant containing RNA was then washed with the assistance of the Direct‐zol™ Kit (Zymo Research). RNA was treated in‐column with DNAse and eluted in nuclease‐free water. The total RNA concentration and purity were assessed by measuring optical density (230, 260, and 280 nm) with a Nanodrop™ 2000/2000cSpectrophotometer (ThermoFisher Scientific).

### 2.5 Microarray dataset analysis

The microarray analysis was carried out with pooled samples as previously described by us (Chaillou et al., 2013). Briefly, 250 ng of total RNA from a pool of 2 or 3 animals (same amount of total RNA), resulting in *n* = 2 per group, was used for each time point. The RNA was loaded onto the GeneChip™ Mouse Gene 1.0 ST array (Affymetrix). This microarray dataset is a part of another study by our laboratory (currently in preparation for submission) and has been deposited in the NCBI Gene Expression Omnibus database (GSE153542). Microarray analysis focused only on genes that are involved in metabolic pathways. Bioinformatics analyses of the dataset were performed in R (version 4.0.2) utilizing *Bioconductor* packages. Briefly, raw signal intensity data were downloaded and normalized with robust multi‐array average (RMA) using GEOquery (Davis & Meltzer, 2007) and oligo (Carvalho & Irizarry, 2010) packages, respectively. Normalization consisted in background correction, quantile normalization, and log2 transformation. For the detection of differentially expressed genes (DEG) related to metabolic pathways, we initially utilized microarray data from vehicle‐treated mice to determine changes associated with the rapid growth induced by MOV. Having identified DEGs from vehicle‐treated mice, we then adjusted our statistical design to include microarray data from tamoxifen‐treated mice to determine if satellite cell depletion affected the change in metabolic‐related gene expression identified in vehicle‐treated mice in response to MOV. To identify DEGs, a linear model was fitted to the normalized data using Linear Models for Microarray Data (Limma) package (Ritchie et al., 2015). For vehicle‐treated mice only analysis, DEGs were estimated using the empirical Bayes function with a false discovery rate (FDR) 5%, using the Benjamini–Hochberg method. For comparison between conditions (vehicle‐treated vs. tamoxifen‐treated), DEGs were detected using a group‐mean parametrization with *p* < 0.05 due to the small sample size of *n* = 2 (pooled samples).

### 2.6 MicroRNA expression

Reverse transcription reactions for myomiR‐206 and U6 small nuclear RNA (Rnu6) were performed with 10 ng of total RNA using Taqman MicroRNA Reverse Transcription Kit (ThermoFisher Scientific) according to the manufacturer's directions. qPCR was carried out with Taqman Gene expression Master Mix (2×) (ThermoFisher Scientific), TaqMan gene expression assay (miR‐206, #000510; Rnu6, #001973) using cDNA in a 10 µl reaction volume. qPCR was performed using the QuantStudio3 (Applied Biosystems) qPCR system as described by the manufacturer. qPCR efficiency was calculated by linear regression during the exponential phase using LinRegPCR software v11.126 (Ruijter et al., 2009). The comparison of miRNAs expression between groups was determined following normalization with Rnu6. Relative quantification of miRNA expression was assessed by the ΔΔCT method relative to the control.

### 2.7 In silico prediction of miRNA target genes

Target genes were detected using miRanda (Enright et al., 2003) and RNAhybrid (Kruger & Rehmsmeier, 2006) software. Since individual tools use different features for miRNA:target interactions, we utilized a custom Python script to select only shared miRNA:target gene between the two software programs with a minimal free energy set as Δ*G*°= −18 kJ.

### 2.8 Statistical analysis

The data are presented as means ± standard error. Except for transcriptomic data (statistical analyses discussed above), two‐way ANOVA with Tukey post hoc analysis was used to test the effect of genotype and intervention on microRNA levels. Statistical analysis was performed with GraphPad Prism version 9.2.0 (GraphPad Software). Statistical significance was set at *p* < 0.05.

## 3 RESULTS

### 3.1 Glycolytic pathway

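MOV changed a large part of the transcripts of the plantaris muscle of vehicle-treated, satellite cell-replete (SC+) mice. At an adjusted p under 0.05, 1696 genes rose and 1761 fell at day 1, 2334 rose and 1856 fell at day 3, 2215 rose and 1535 fell at day 5, and 2040 rose and 1481 fell at day 7, of 19505 genes tested. At day 1 the largest rises were in *Slfn4*, an interferon-induced gene of myeloid cells (log2 fold change 8.29), *Ankrd1*, a titin-binding protein of stretched muscle (8.16), *Rrad*, a small GTPase (7.44), *S100a8*, an abundant neutrophil protein (7.34), and *Xirp1*, an actin-binding protein of muscle (7.30). At day 3 they were in *Timp1*, an inhibitor of matrix proteases (7.41), *Ankrd1* (6.77) and *Ctss*, a lysosomal protease of macrophages (6.30). At day 5 the matrix protein gene *Tnc* rose by 7.16 and *Timp1* by 6.83, and at day 7 *C1qtnf3* rose by 7.59, *Tnc* by 6.72, *Mest* by 7.69 and *Myh3*, the embryonic myosin heavy chain, by 5.82. The largest falls at day 1 were in *Smco1* (-5.75) and *Plcd4*, a phospholipase C (-5.56), and *Ostn*, which encodes the secreted muscle peptide musclin, fell, with log2 fold changes of -5.59, -4.90 and -4.93 at days 3, 5 and 7.

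These values come from Affymetrix arrays of whole plantaris RNA, with 10 SC+ arrays in 5 groups of 2 (sham, and MOV for 1, 3, 5 and 7 days), each array carrying 250 ng of RNA pooled from 2 or 3 female *Pax7*-DTA mice. The paper names the GeneChip Mouse Gene 1.0 ST array, whereas the probe sets carry transcript cluster names of another style than the numeric ones of that array, so which array type was used was not settled here. The deposited values are on a log2 scale after robust multi-array average (RMA) processing by the authors, and the medians of the 20 arrays lay between 6.5 and 6.57. Of 28846 rows, the 19572 that the platform annotation pairs with 1 gene symbol were used, keeping for each gene the probe set with the highest mean. Each day was compared with sham in limma over the 10 SC+ arrays, with Benjamini-Hochberg adjustment over the 19505 genes. Every array is a pool, so errors and adjusted p values describe the spread between pools, not between mice.

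With 2 arrays per group, many calls depended on single arrays, though a fit with 1 array fewer also has less data to estimate the spread. Leaving out sham replicate 2 lowered the number of genes passing at none of the 4 days. The number of genes passing fell from 3457 to 2013 at day 1 without MOV day 1 replicate 1, from 4190 to 2458 at day 3 without MOV day 3 replicate 2, from 3750 to 1686 at day 5 without MOV day 5 replicate 2, and from 3521 to 1579 at day 7 without MOV day 7 replicate 2. Without sham replicate 1 it was 2184, 2727, 1947 and 1739 at the 4 days, and without MOV day 7 replicate 1 it was 2344 at day 7. The day 7 rise of *Myh3* ended without MOV day 7 replicate 1 or MOV day 7 replicate 2. It was 2.74 without sham replicate 1 and 8.9 without sham replicate 2. That of *Mest* was 4.41 without sham replicate 1. In sham replicate 2 the median of 14 macrophage marker genes was 2.00 above that of sham replicate 1.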

To determine if aerobic glycolysis might be involved in providing the precursors for the macromolecules necessary for the growth induced by MOV, we analyzed a microarray time course of MOV‐induced muscle hypertrophy for genes known to be involved in metabolic pathways (Figure S1). Starting with glycolysis, we observed higher levels of genes involved with glucose uptake and intracellular phosphorylation (*Glut1* and *Hk2*, respectively) in response to MOV (Figure 1). 

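*Slc2a1* (Glut1), the glucose transporter that works without insulin, rose from a log2 level of 8.46 ± 0.065 (SD, n = 2) in sham muscle to 14.75 ± 0.049 (SD, n = 2) at day 1 of MOV. Its log2 fold changes at days 1, 3, 5 and 7 were 6.29, 4.57, 2.34 and 0.93 (standard error 0.29; adjusted p = 3.45e-07, 9.83e-06, 0.000431 and 0.0437). *Slc2a4* (Glut4), the insulin-responsive transporter of adult muscle fibres, fell, with log2 fold changes of -3.36, -3.51, -2.80 and -2.78 on the same days (adjusted p = 0.000174, 0.000115, 0.000751 and 0.000816). The day 7 rise of *Slc2a1* rested on every array, and ended without any 1 of the 4 arrays compared (adjusted p = 0.0627 to 0.259).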

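Among the hexokinases, which phosphorylate glucose once it is inside the cell, *Hk1* rose at all 4 time points of MOV, with log2 fold changes of 2.19, 2.07, 1.64 and 1.61 at days 1, 3, 5 and 7 (standard error 0.31; adjusted p = 0.000522, 0.000497, 0.00317 and 0.00363). *Hk2*, the main hexokinase of insulin-responsive muscle, fell at day 5 (log2 fold change -1.56, adjusted p = 0.0409) and day 7 (-2.24, adjusted p = 0.00753), and its values at days 1 and 3 were 1.47 (adjusted p = 0.0564) and -0.70 (adjusted p = 0.372), with a standard error of 0.48. *Hk3*, the hexokinase of white blood cells, did not pass at any day (adjusted p = 0.234, 0.255, 0.939 and 0.756). The day 5 fall of *Hk2* ended without MOV day 5 replicate 2, sham replicate 1 or sham replicate 2 (adjusted p = 0.356, 0.15 and 0.0613) and was -2.37 without MOV day 5 replicate 1. Its day 7 fall ended without MOV day 7 replicate 2 (adjusted p = 0.0942).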

*Glut1* expression was higher throughout the time course, returning to baseline by day 7, whereas *Hk2* level was elevated on days 1 and 3 but lower on days 5 and 7 of MOV. 

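Some glycolytic enzymes had lower transcript levels during MOV. *Pfkm*, the muscle phosphofructokinase, fell, with log2 fold changes of -1.53, -2.57, -1.67 and -1.56 at days 1, 3, 5 and 7 (adjusted p = 0.00424, 0.000131, 0.00252 and 0.00394), and *Pgam2*, the muscle phosphoglycerate mutase, fell, with log2 fold changes of -3.05, -3.36, -2.22 and -2.16 (adjusted p = 0.000124, 6.64e-05, 0.00108 and 0.00132). *Eno3*, the muscle enolase, fell, with log2 fold changes of -1.65, -2.7, -1.26 and -1.17 (adjusted p = 0.00443, 0.000163, 0.0183 and 0.0281), and *Tpi1*, triosephosphate isomerase, fell, with log2 fold changes of -1.92 and -2.40 at days 1 and 3. Falls at day 7 of 1.17 in *Pgk1*, phosphoglycerate kinase (adjusted p = 0.00961), and of 0.76 in *Pkm*, pyruvate kinase (adjusted p = 0.0286), also passed. Other forms of 2 of these enzymes on the list were *Pgam1* at 1.53, 2.54, 1.54 and 1.01 (adjusted p = 0.00389, 0.000133, 0.00379 and 0.0354) and, chosen after their values were seen, *Pfkp* at 2.04, 1.74, 1.29 and 0.95 (adjusted p = 0.00155, 0.00280, 0.0195 and 0.0761) and *Pfkl* at 1.1, 1.72, 1.0 and 0.81 (adjusted p = 0.0418, 0.00287, 0.0578 and 0.127) on the 4 days. *Gapdh* (-0.44, -0.52, -0.45 and -0.49, adjusted p = 0.178, 0.101, 0.154 and 0.131) and *Aldoa*, the muscle aldolase (-0.18, -0.30, -0.13 and -0.12, adjusted p = 0.616, 0.349, 0.715 and 0.742) did not pass, and both lay near the top of the scale, with means of 19.28 and 19.71 against a highest value of 19.93 on these arrays. The falls of *Eno3* ended at day 5 without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.0604, 0.113 and 0.153) and at day 7 without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.217 and 0.212), that of *Pgk1* without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.103 and 0.0913) and that of *Pkm* without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.0871, 0.144 and 0.15). The rises of *Pgam1* ended at day 5 without MOV day 5 replicate 2 (adjusted p = 0.0515) and at day 7 without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.251 and 0.175), that of *Pfkp* at day 5 without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.130, 0.0523 and 0.110) and that of *Pfkl* at day 1 without MOV day 1 replicate 1, MOV day 1 replicate 2 or sham replicate 1 (adjusted p = 0.194, 0.0955 and 0.279), while *Pfkl* passed at day 5 without sham replicate 2 (1.42) and at day 7 without MOV day 7 replicate 1 or sham replicate 2 (1.25 and 1.23). *Pgk1* passed at day 5 without sham replicate 2 (-0.94, adjusted p = 0.0423) and *Tpi1* passed at day 7 without sham replicate 2 (-1.45, adjusted p = 0.00304).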

Downstream of *Hk2*, the level of the remaining genes involved in the glycolytic pathway was either unchanged (*Gapdh* or *Aldoa*) or lower (*Gpi*, *Pfkm*, *Pgk1*, *Pgam2*, *Pkm*, and *Eno3*) at one or more time points during MOV (Figure 1). The change in the levels of glycolytic genes suggested that glucose were being diverted to adjacent central carbon pathways.

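Of 19 measured genes of glucose uptake and glycolysis, 5, 5, 4 and 3 rose at days 1, 3, 5 and 7 of MOV, 7, 7, 8 and 9 fell, and the others did not pass (adjusted over the list alone, 6, 5, 5 and 5 rose and 7, 8, 9 and 11 fell). *Ldhb*, the lactate dehydrogenase subunit of oxidative tissue, fell by 3.84 at day 3. Of 17 genes of pyruvate dehydrogenase and the TCA cycle, 14, 16, 11 and 14 fell on the 4 days and the others did not pass (16, 17, 16 and 16 fell when adjusted over the list alone), with *Ogdh*, the oxoglutarate dehydrogenase, at -1.93, -2.91, -2.30 and -1.91. Of 12 genes of fatty acid uptake and oxidation, 10, 12, 10 and 11 fell (11, 12, 11 and 11 adjusted over the list alone), among them *Cpt1b*, the muscle carnitine palmitoyltransferase, which fell by 3.57 at day 3. As a set the TCA cycle list was lower in camera with its preset correlation (adjusted p = 1.15e-09, 3.04e-13, 5.12e-09 and 2.49e-09), but adjusted p = 0.332, 0.211, 0.276 and 0.245 with an estimated correlation, and fatty acid oxidation had adjusted p = 0.271, 0.171, 0.234 and 0.245 with an estimated correlation. With single arrays left out, glycolysis genes that rose numbered 2 (without MOV day 5 replicate 2) at day 5 and 1 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Glycolysis genes that fell numbered 4 (without MOV day 5 replicate 2 or sham replicate 1) or 5 (without MOV day 5 replicate 1) at day 5 and 4 (without MOV day 7 replicate 2) or 5 (without sham replicate 1) at day 7. TCA cycle genes that fell numbered 9 (without MOV day 1 replicate 1 or sham replicate 1) at day 1, 6 (without MOV day 5 replicate 2) at day 5 and 5 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. In the same comparison myofibre genes also fell (4, 6, 6 and 4 of 15 on the 4 days), while of 14 macrophage markers 5, 13, 13 and 12 rose, of 7 neutrophil genes 7, 7, 6 and 3 and of 10 fibroblast genes 0, 6, 9 and 10 (where 5, 0, 0 and 0 fell). These falls were therefore not parted from a change in the mix of cells.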

**FIGURE 1:**
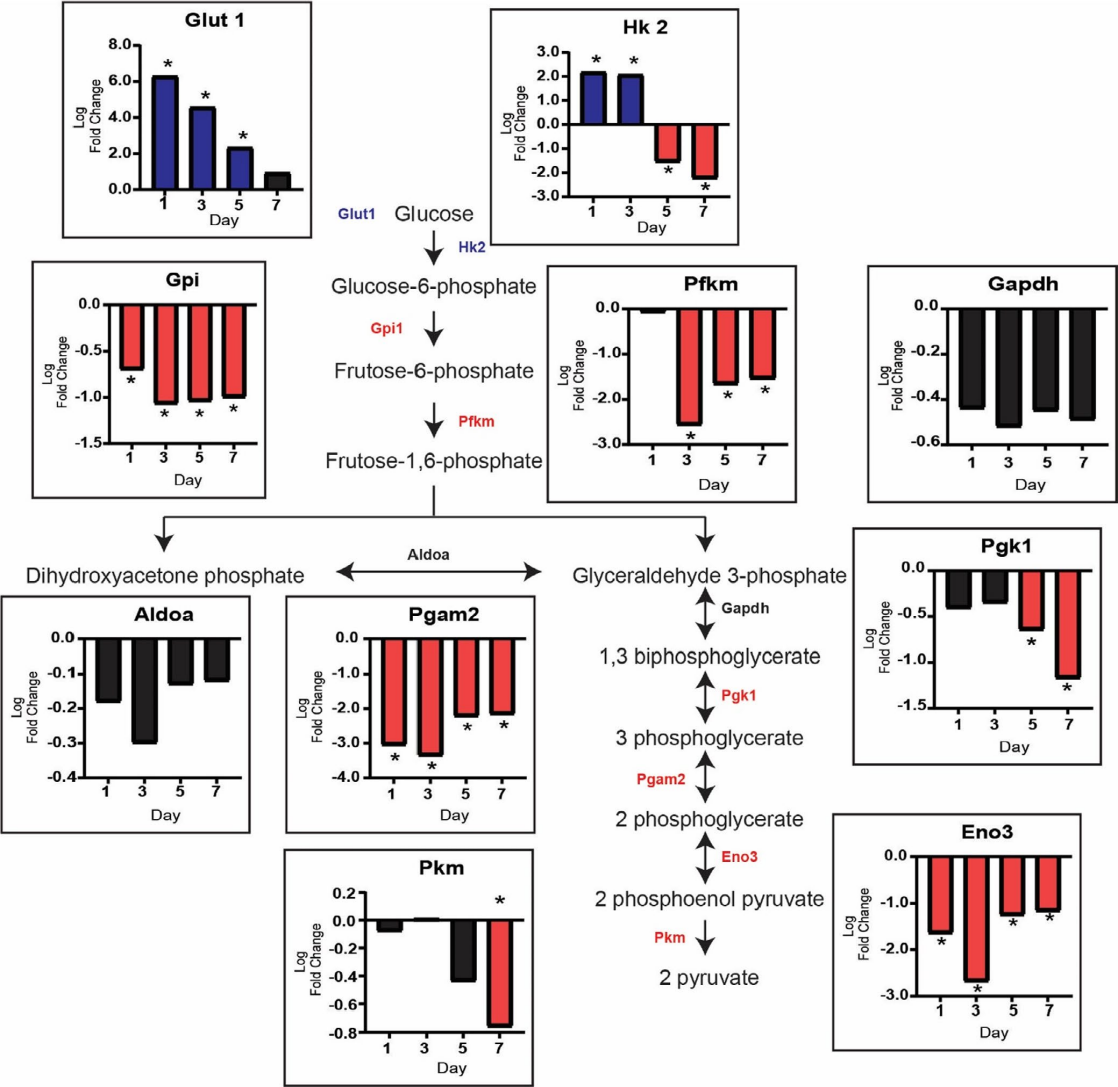
Glucose uptake does not drive glycolysis during the rapid growth induced by mechanical overload (MOV). The glycolytic pathway is not utilized during MOV as demonstrated by the log twofold change (blue: upregulated, red: downregulated and black: not differentially expressed) in expression of the genes involved in glycolysis. *N* = 2/group (pooled samples). *denotes statistical significance (adjusted *p* value <0.05) compared to sham (control)

### 3.2 Pentose phosphate pathway (PPP)

To determine if the PPP was activated during MOV‐induced muscle hypertrophy, we analyzed genes of both the oxidative and the non‐oxidative branches of the PPP. In the oxidative branch, the rate limiting enzyme *G6pdx* gene level was higher throughout the time course with the downstream genes *Pgls* and *Pgd* elevated on day 7 and days 1 and 3 of MOV, respectively (Figure 2). 

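*Pgd*, the phosphogluconate dehydrogenase that makes NADPH in the oxidative branch, rose from a log2 level of 8.57 ± 0.45 (SD, n = 2) in sham muscle to 9.60 ± 0.25 (SD, n = 2) at day 1 and 10.07 ± 0.26 (SD, n = 2) at day 3 of MOV. Its log2 fold changes at days 1, 3, 5 and 7 were 1.03, 1.5, 0.75 and 0.45 (standard error 0.26; adjusted p = 0.0171, 0.00142, 0.0666 and 0.282). *Pgls*, the lactonase between the 2 dehydrogenases of this branch, had 0.05, 0.35, 0.62 and 0.66 (adjusted p = 0.922, 0.369, 0.0972 and 0.0815), and *H6pd*, which carries out the same steps inside the endoplasmic reticulum, had 0.70, 0.77, -0.08 and -0.09 (adjusted p = 0.170, 0.119, 0.894 and 0.890). Of these 3 measured genes of the oxidative branch, 1 rose at days 1 and 3 and 0 at days 5 and 7 in limma (2 and 1 at an unadjusted p under 0.05), and 1, 1, 2 and 0 rose at the 4 days when adjusted over the list alone. Oxidative branch genes that rose numbered 0 (without MOV day 1 replicate 2 or sham replicate 1) at day 1, 2 (without sham replicate 2) at day 3, 1 (without sham replicate 1 or sham replicate 2) at day 5 and 1 (without sham replicate 1) at day 7. *Pgd* passed at day 5 without sham replicate 2 (1.07, adjusted p = 0.0180) and *H6pd* passed at day 3 without sham replicate 2 (1.13, adjusted p = 0.0376).

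Over the same time course 14 marker genes of macrophages, among them the receptor gene *Csf1r* and the complement genes *C1qa* and *C1qb*, had median log2 fold changes of 1.07, 3.71, 2.93 and 2.05. Without sham replicate 1 the medians were 0.15, 2.42, 1.7 and 1.29, without sham replicate 2 they were 2.06 and 3.11 at days 1 and 7, and without MOV day 1 replicate 1 the day 1 median was 0.62. Of the 14, 5 rose and 1 fell at day 1, and 13, 13 and 12 rose at days 3, 5 and 7 (7, 13, 13 and 13 rose when adjusted over the list alone). The day 1 rise of *Pgd* ended without MOV day 1 replicate 2 or sham replicate 1 (adjusted p = 0.119 and 0.144), and *Pgls* passed at day 5 (adjusted p = 0.0474) and day 7 (adjusted p = 0.0426) without sham replicate 1. With an estimated correlation the macrophage list had adjusted p = 0.483, 0.171, 0.234 and 0.245. Macrophage markers that rose numbered 3 (without MOV day 1 replicate 1 or sham replicate 1) or 9 (without sham replicate 2) at day 1, 8 (without MOV day 5 replicate 2) at day 5 and 1 (without MOV day 7 replicate 2) or 6 (without sham replicate 1) or 7 (without MOV day 7 replicate 1) at day 7. Macrophage markers that fell numbered 0 (without MOV day 1 replicate 2 or sham replicate 2) or 3 (without sham replicate 1) at day 1. *Csf1r* passed at day 1 without sham replicate 2 (2.39, adjusted p = 0.00264), *C1qa* passed at day 1 without sham replicate 1 (-2.18, adjusted p = 0.00217) and *C1qb* passed at day 1 without sham replicate 2 (1.84, adjusted p = 0.00778).

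**Figure D1:**
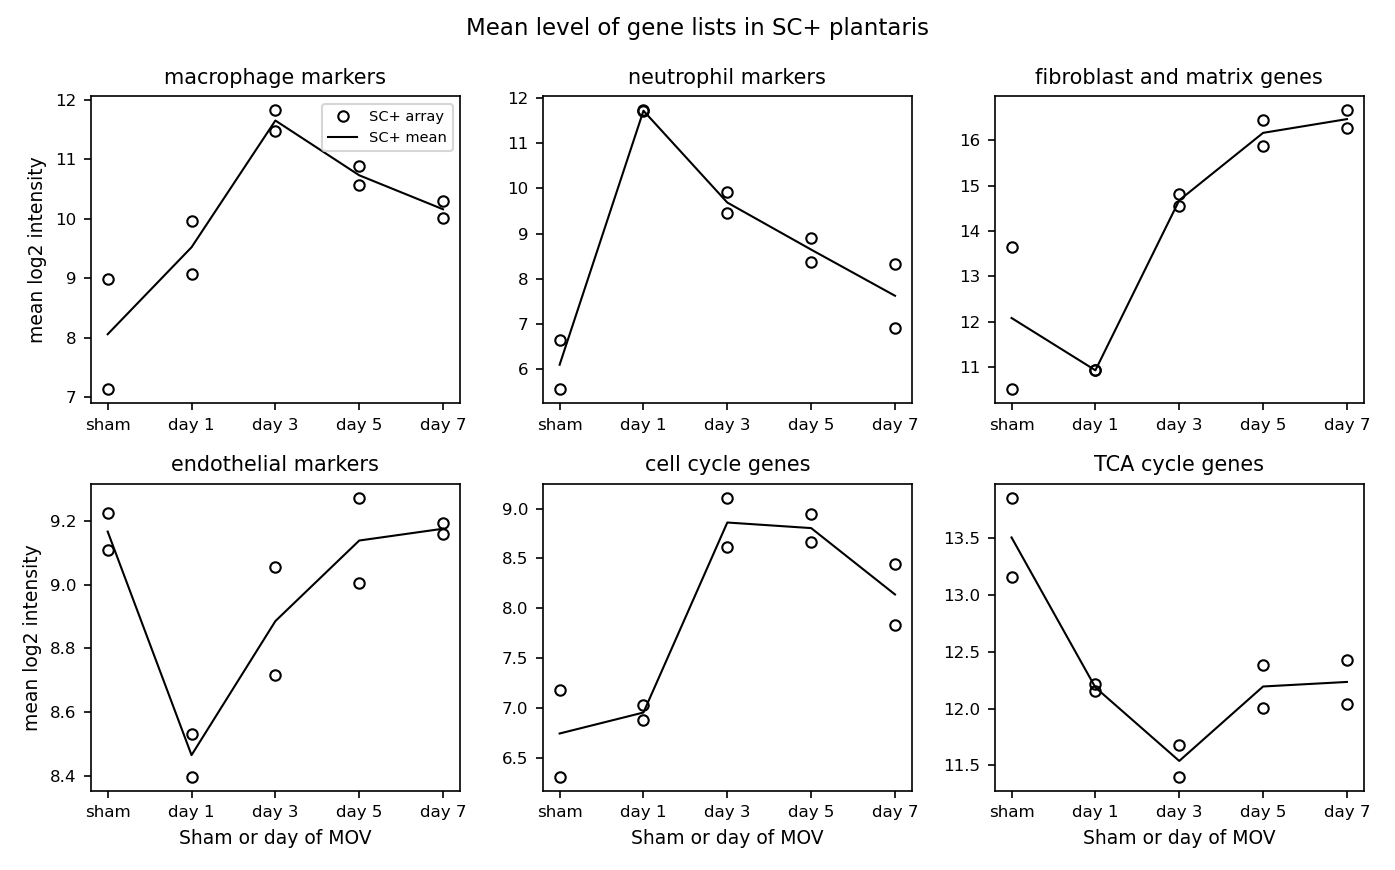
Mean log2 level of the genes of 6 lists (macrophage, neutrophil, fibroblast, endothelial and proliferation markers, and the TCA cycle) in SC+ plantaris muscle, by group (sham and days 1, 3, 5 and 7 of MOV) on the horizontal axis. Points are single arrays, 2 per group, and lines join the group means, with macrophage and fibroblast markers high at days 3 to 7 and the sham arrays apart from each other in both.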

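In the non-oxidative branch, which joins ribose 5-phosphate to glycolysis, *Taldo1*, transaldolase, had log2 fold changes of 0.48, 0.95, 0.85 and 0.43 at days 1, 3, 5 and 7 of MOV (standard error 0.34; adjusted p = 0.403, 0.0712, 0.111 and 0.456). *Rpe*, the ribulose phosphate epimerase, had 0.50, 0.65, 0.26 and 0.00 (adjusted p = 0.235, 0.107, 0.556 and 0.999), and *Rpia*, the ribose phosphate isomerase, had -0.43, -0.47, -0.48 and -0.33 (adjusted p = 0.267, 0.208, 0.192 and 0.406). *Shpk*, sedoheptulokinase, and the phosphoribosyl pyrophosphate synthetases *Prps1* and *Prps2* did not pass either, with *Prps1* lowest at -0.79 at day 7 (adjusted p = 0.0621). None of these 6 measured genes passed in limma at any day, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0, 2, 1 and 1. *Taldo1* passed at day 3 without MOV day 3 replicate 1 (1.47, adjusted p = 0.0150). *Prps1* passed at day 7 without MOV day 7 replicate 1 (-1.1, adjusted p = 0.0377).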

For the non‐oxidative branch, the gene level of *Rpe* and Rpia was not significantly different from sham whereas *Tkt* and *Taldo1* were higher on days 3 and 5 of MOV (Figure 2). The increase in expression of G6pdx could lead to a subsequent increase in NADPH production. NADPH is the reduced form of NADP^+^, therefore we sought to determine if *Nadk1* (the kinase that phosphorylates NAD^+^), could concomitantly increase as well; possibly as a means to provide more substrate for *G6pdx*. 

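*Nadk*, the cytosolic NAD kinase, rose at days 1, 3 and 5 of MOV and was highest at day 1, where its log2 fold change was 1.38 (standard error 0.25, adjusted p = 0.00236), followed by 1.05, 0.84 and 0.65 at days 3, 5 and 7 (adjusted p = 0.00850, 0.0329 and 0.0922). *Idh2*, the mitochondrial NADP-dependent isocitrate dehydrogenase, fell, with log2 fold changes of -2.39, -3.95, -3.36 and -2.92, the mitochondrial malic enzyme *Me3* -1.77, -3.05, -2.32 and -2.48 and the cytosolic malic enzyme *Me1* -1.1, -2.06, -1.88 and -2.32 on the 4 days. *Nadk2*, the mitochondrial NAD kinase, fell by 1.37 at day 5 (adjusted p = 0.00217), while *Me2* rose by 1.28 and 1.17 at days 3 and 5 and *Idh1*, the cytosolic isocitrate dehydrogenase, did not pass (adjusted p = 0.147, 0.0809, 0.166 and 0.0943). Of these 7 measured genes, 1, 2 and 2 rose at days 1, 3 and 5 and 4 fell at every day (1, 3, 2 and 3 rose and 5, 4, 4 and 4 fell when adjusted over the list alone). *Nadk* lost its call at day 3 without MOV day 3 replicate 2 (adjusted p = 0.106) and at day 5 without any 1 of the 4 arrays compared (adjusted p = 0.0644 to 0.189), and *Me1* at day 1 without MOV day 1 replicate 1 (adjusted p = 0.0640). *Me2* lost it at day 3 without MOV day 3 replicate 1 or sham replicate 1 (adjusted p = 0.242 and 0.230) and at day 5 without MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.315 and 0.327). Genes of this list that rose numbered 1 (without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1) at day 3, 0 (without MOV day 5 replicate 2 or sham replicate 1) or 1 (without MOV day 5 replicate 1) at day 5 and 2 (without sham replicate 2) at day 7. Genes of this list that fell numbered 2 (without MOV day 1 replicate 1) at day 1. *Idh1* passed at day 1 without sham replicate 1 (-1.6, adjusted p = 0.00783), at day 3 without sham replicate 2 (1.75, adjusted p = 0.00187), at day 5 without sham replicate 2 (1.54, adjusted p = 0.00513) and at day 7 without sham replicate 2 (1.73, adjusted p = 0.00251) and *Me2* passed at day 7 without sham replicate 2 (1.48, adjusted p = 0.0165).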

We determined that the expression of *Nadk1* was higher on days 1 and 3 of MOV (Figure 2).

**FIGURE 2:**
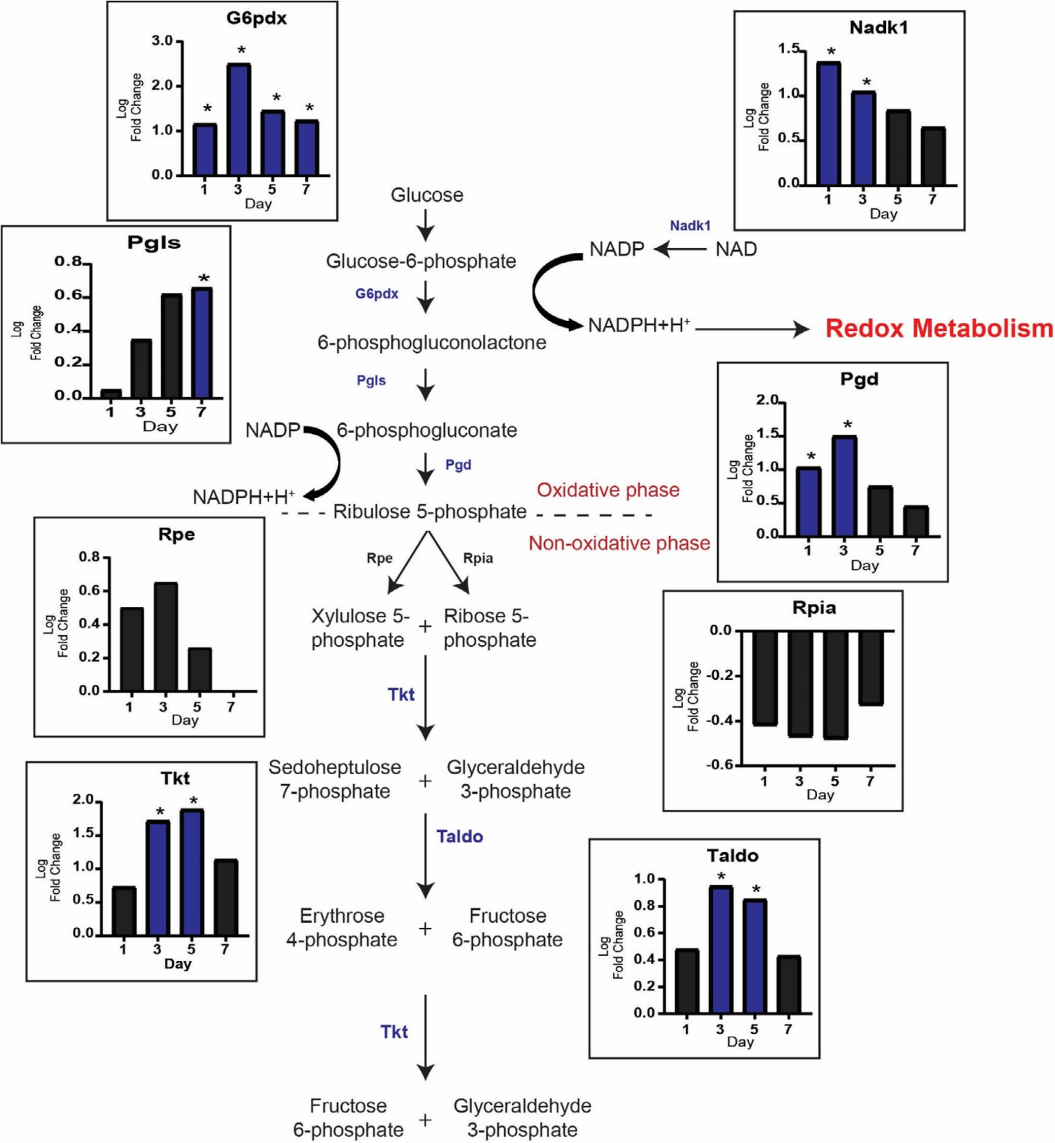
Pentose Phosphate Pathway (PPP) is diverted from glycolysis during mechanical overload (MOV). PPP and Redox metabolism are upregulated during MOV as highlighted by log twofold change (blue: upregulated and black: not differentially expressed) of genes involved in these reactions. *N* = 2/group (pooled samples). *denotes statistical significance (adjusted *p* value <0.05) compared to sham (control)

### 3.3 One‐carbon metabolism

#### 3.3.1 Serine synthesis pathway (SSP)

The higher level of the genes associated with the oxidative branch of the PPP and *Nadk1* suggested the production of NADPH was enhanced rather than de novo nucleotide synthesis in response to MOV. This finding motivated us to investigate if the levels of one‐carbon metabolism genes involved in NADPH production and nucleotide synthesis (Newman & Maddocks, 2017) were also higher during MOV. We first looked at the serine synthesis pathway (SSP), as serine is used to generate the folate intermediate 5,10‐methylenetetrahydrofolate, which participates in the production nucleotides and NADPH (Geeraerts et al., 2021). We observed the level of serine synthesis pathway (SSP) genes which feeds serine into the folate cycle to generate NADPH, was altered with MOV. As shown in Figure 3, the lack of a pattern in the expression of SSP genes *Phdgh*, *Psat1*, and *Psph*, suggested the de novo synthesis of serine was not elevated in response to MOV. However, level of the sodium‐coupled neutral amino acid transporter, *Slc38a1*, was higher on days 3, 5, and 7 of MOV suggesting extracellular serine could be the source needed for downstream central carbon pathways (Figure 3).

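The 3 enzymes of serine synthesis went different ways. *Psat1*, the phosphoserine aminotransferase, rose from a log2 level of 6.51 ± 0.07 (SD, n = 2) in sham muscle to 9.34 ± 0.24 (SD, n = 2) at day 1, with log2 fold changes of 2.84, 2.68, 1.86 and 1.64 at days 1, 3, 5 and 7 of MOV (standard error 0.24; adjusted p = 1.85e-05, 3.77e-05, 0.000506 and 0.000835). *Phgdh*, the dehydrogenase that opens the pathway, had 0.28, 0.64, 0.08 and 0.36 (adjusted p = 0.559, 0.126, 0.870 and 0.424). *Psph*, the phosphatase that ends it, had -0.60 and -0.61 at days 1 and 3 (adjusted p = 0.164 and 0.143) and fell, with log2 fold changes of -1.0 and -1.02 at days 5 and 7 (standard error 0.27; adjusted p = 0.0219 and 0.0220). The falls of *Psph* ended at day 5 without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.0777, 0.114 and 0.169) and at day 7 without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.141, 0.0563 and 0.169).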

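*Slc38a1*, a sodium-coupled carrier of neutral amino acids, had log2 fold changes of 0.92, 2.22, 1.75 and 2.09 at days 1, 3, 5 and 7 of MOV (standard error 0.34; adjusted p = 0.0871, 0.000629, 0.00395 and 0.00154). Its relative *Slc38a2* rose most at day 1 (3.09, adjusted p = 8.06e-05) and again passed at day 3 (1.05, adjusted p = 0.0389), with 0.24 and 0.52 at days 5 and 7. The serine carrier *Slc1a4* rose at day 5 (1.14, adjusted p = 0.0461), and the glutamine carrier *Slc1a5* did not pass at any day. Over 9 genes of serine synthesis and neutral amino acid transport, 2, 4, 4 and 3 rose on the 4 days and 1 fell at days 5 and 7 (4, 4, 4 and 5 rose when adjusted over the list alone). In camera the list was higher at days 3, 5 and 7 (adjusted p = 0.00823, 0.0199 and 0.0123), against adjusted p = 0.171, 0.234 and 0.245 with an estimated correlation. Those last values are the lowest over all 33 lists at these days, and several lists share them. The list holds *Psat1*, *Slc38a1* and *Sfxn1*, which the paper names as raised in these arrays, so its counts and set test are not independent evidence. Without sham replicate 1 the day 5 change of *Slc38a1* was 1.09, and without sham replicate 2 it also passed at day 1 (1.58, adjusted p = 0.00109). The day 3 rise of *Slc38a2* ended without any 1 of the 4 arrays compared (adjusted p = 0.0861 to 0.215) and the rise of *Slc1a4* without MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.359 and 0.301). Genes of the list that rose numbered 2 (without MOV day 3 replicate 2) at day 3. *Slc1a4* passed at day 7 without sham replicate 2 (1.43, adjusted p = 0.0213).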

**FIGURE 3:**
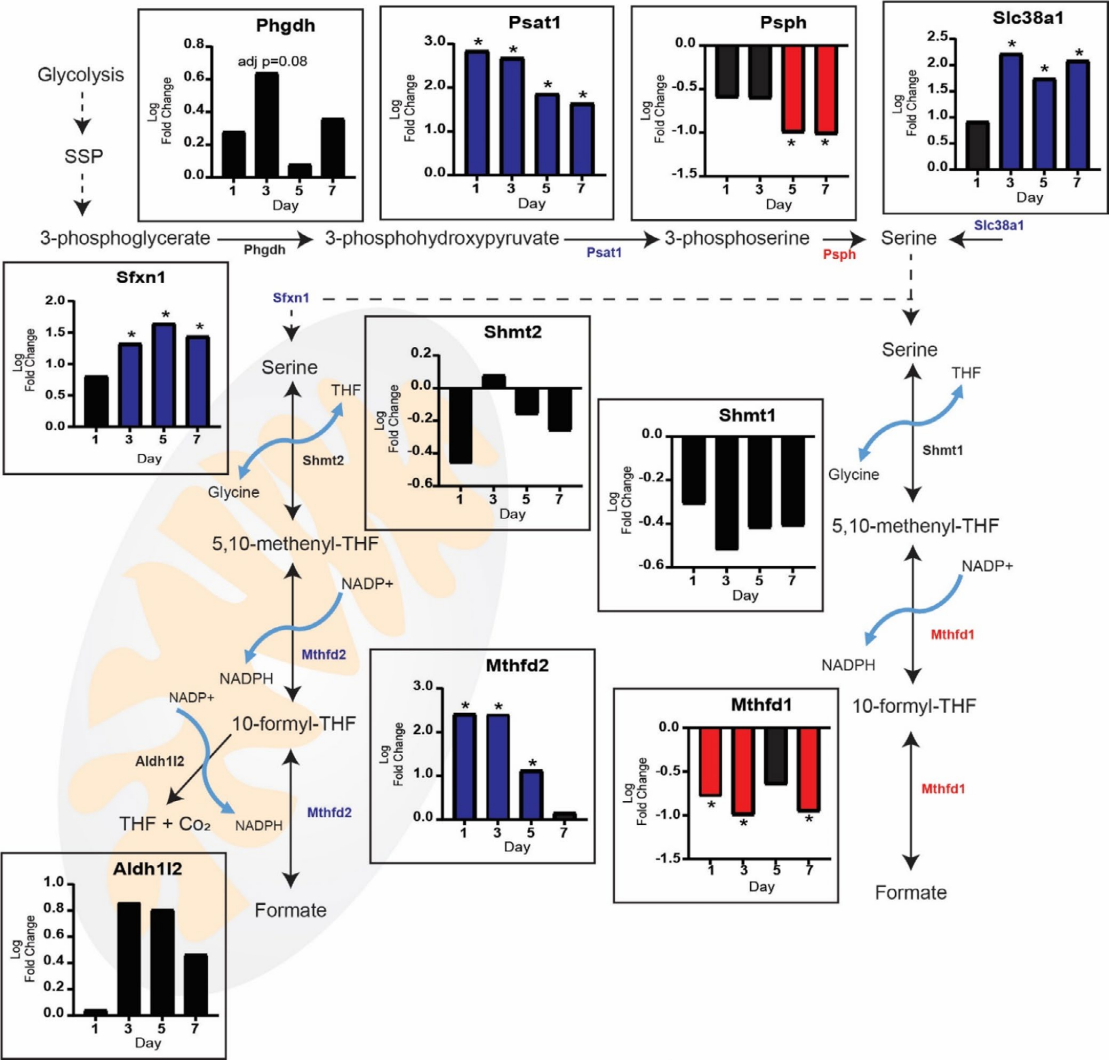
Serine and the folate cycle contribute additional NADPH during MOV: Serine may be generated via the serine synthesis pathway or brought into the cell by the sodium‐coupled neutral amino acids transporter (Slc38a1). Serine can then participate in the generation of NADPH though the folate cycle. The mitochondrial compartment of the folate cycle is upregulated during MOV as highlighted by log twofold change (blue: upregulated and black: not differentially expressed) of genes involved in these reactions. *N* = 2/group (pooled samples). *denotes statistical significance (adjusted *p* value <0.05) compared to sham (control)

#### 3.3.2 The folate cycle

The folate cycle is compartmentalized in the cytosol and mitochondria in which parallel reactions support one‐carbon anabolic pathways (Ducker & Rabinowitz, 2017). 

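Several cytosolic enzymes of the folate cycle had lower levels during MOV. *Mthfd1*, which joins 3 steps of single-carbon transfer in a single protein, fell, with log2 fold changes of -0.78, -1.0 and -0.96 at days 1, 3 and 7 (standard error 0.24; adjusted p = 0.0451, 0.0113 and 0.0180) and had -0.65 at day 5 (adjusted p = 0.0891). *Aldh1l1*, which turns formyl-tetrahydrofolate into carbon dioxide and NADPH, fell, with log2 fold changes of -0.99, -1.5, -1.23 and -1.07 at days 1, 3, 5 and 7 (adjusted p = 0.0191, 0.00131, 0.00597 and 0.0130), and *Mtr*, methionine synthase, fell by 1.02 at day 1. Of 5 measured genes, 3, 2, 1 and 2 fell on the 4 days, and *Tyms*, thymidylate synthase, was the 1 that rose, at days 3 and 5, while *Shmt1* did not pass (3, 2, 2 and 2 fell when adjusted over the list alone). Every fall of *Mthfd1* ended with an array left out, at day 1 without MOV day 1 replicate 1, sham replicate 1 or sham replicate 2 (adjusted p = 0.309, 0.148 and 0.0919), at day 3 without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1 (adjusted p = 0.0670, 0.0591 and 0.0553) and at day 7 without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.0924, 0.0774 and 0.0849). The falls of *Aldh1l1* ended at day 1 without MOV day 1 replicate 2 or sham replicate 1 (adjusted p = 0.131 and 0.0826), at day 5 without MOV day 5 replicate 2 (adjusted p = 0.0615) and at day 7 without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.133 and 0.0679), and that of *Mtr* without MOV day 1 replicate 2 (adjusted p = 0.0570). Cytosolic folate genes that rose numbered 0 (without MOV day 3 replicate 2) at day 3 and 0 (without MOV day 5 replicate 2 or sham replicate 1) at day 5. Cytosolic folate genes that fell numbered 1 (without MOV day 1 replicate 2 or sham replicate 1) at day 1, 1 (without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1) at day 3, 0 (without MOV day 5 replicate 2) at day 5 and 0 (without MOV day 7 replicate 2 or sham replicate 1) or 1 (without MOV day 7 replicate 1) at day 7. *Tyms* passed at day 1 without MOV day 1 replicate 2 (1.46, adjusted p = 0.0409).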

The level of cytosolic *Mthfd1* gene was lower throughout the time course suggesting the cytosolic compartment of the folate cycle was not participating in NADPH production during MOV (Figure 3). In contrast, the level of mitochondrial *Mthfd2* gene was highly elevated on days 1 and 3 of MOV suggesting high levels of NADPH could be produced via the mitochondrial folate cycle (Figure 3). Furthermore, we found that the gene which encodes for a mitochondrial serine transporter, *Sfnx1*, was higher on days 3, 5, and 7 of MOV. This supports the elevation in *Slc38a1* which could bring extracellular serine into the cell which further gets pumped into the mitochondria for utilization of the folate pathway.

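*Mthfd2*, the mitochondrial methylenetetrahydrofolate dehydrogenase, had a log2 level of 6.75 ± 0.59 (SD, n = 2) in sham muscle, 9.17 ± 0.60 (SD, n = 2) at day 1 and 9.15 ± 0.29 (SD, n = 2) at day 3. Its log2 fold changes at days 1, 3, 5 and 7 were 2.42, 2.40, 1.13 and 0.16 (standard error 0.34; adjusted p = 0.000528, 0.000389, 0.0358 and 0.814). *Mthfd1l*, which releases formate from the mitochondrion, rose at day 3 (1.88, adjusted p = 0.000206), and *Aldh1l2*, the mitochondrial enzyme that makes NADPH from formyl-tetrahydrofolate, rose by 0.86 and 0.81 at days 3 and 5 (adjusted p = 0.0220 and 0.0335). *Shmt2*, the serine hydroxymethyltransferase that feeds the cycle, had -0.46, 0.08, -0.16 and -0.26 and did not pass (adjusted p = 0.225, 0.866, 0.696 and 0.509). Of 6 mitochondrial folate genes, 1, 3 and 2 rose at days 1, 3 and 5 and 0 at day 7 in limma (1 at an unadjusted p under 0.05), with 1, 3, 2 and 0 on the 4 days when adjusted over the list alone. The day 5 rise of *Mthfd2* ended without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.171, 0.0982 and 0.263). The rises of *Aldh1l2* ended at day 3 without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 2 (adjusted p = 0.0759, 0.126 and 0.121) and at day 5 without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 2 (adjusted p = 0.132, 0.117 and 0.156). Mitochondrial folate genes that rose numbered 0 (without MOV day 5 replicate 1 or MOV day 5 replicate 2) or 1 (without sham replicate 1 or sham replicate 2) at day 5.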

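*Sfxn1* had a log2 level of 6.80 ± 0.23 (SD, n = 2) in sham muscle and 8.44 ± 0.36 (SD, n = 2) at day 5 of MOV. Its log2 fold changes at days 1, 3, 5 and 7 were 0.81, 1.33, 1.65 and 1.44 (standard error 0.27; adjusted p = 0.0599, 0.00362, 0.00147 and 0.00327), and the day 3 rise ended without MOV day 3 replicate 2 (adjusted p = 0.0508). *Sfxn3*, a related sideroflexin that also carries serine, had -0.25, 0.30, 0.63 and 0.65 and did not pass (adjusted p = 0.597, 0.505, 0.128 and 0.125).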

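Genes of fatty acid synthesis changed in both directions during MOV. Of 12 measured, 4 fell at day 1, and 4, 6 and 5 rose at days 3, 5 and 7 while 1 fell on each of those days (1, 4, 6 and 5 rose and 4, 4, 1 and 1 fell when adjusted over the list alone). *Acly*, which makes cytosolic acetyl-CoA, rose by 1.63 and 1.61 at days 3 and 5 (adjusted p = 0.00166 and 0.00262), the fatty acid elongase *Elovl1* by 2.36, 2.74 and 2.52 at days 3, 5 and 7, and the desaturase *Fads2* by 1.6 and 2.05 at days 5 and 7. *Acacb*, the acetyl-CoA carboxylase whose product curbs fat oxidation in muscle, fell, with log2 fold changes of -1.29 and -1.19 at days 3 and 7, and *Fasn*, the fatty acid synthase itself, had -0.31, -0.14, -0.28 and -0.03 and did not pass (adjusted p = 0.524, 0.793, 0.551 and 0.959). Without sham replicate 1 the day 3 rise of *Elovl1* was 1.54. Fatty acid synthesis genes that rose numbered 1 (without MOV day 1 replicate 2 or sham replicate 2) at day 1, 2 (without MOV day 3 replicate 2 or sham replicate 1) at day 3 and 3 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Fatty acid synthesis genes that fell numbered 0 (without MOV day 1 replicate 1 or sham replicate 1) or 2 (without MOV day 1 replicate 2) at day 1, 4 (without sham replicate 2) at day 3, 0 (without MOV day 5 replicate 2 or sham replicate 1) or 3 (without sham replicate 2) at day 5 and 2 (without sham replicate 2) at day 7. *Acly* passed at day 1 without MOV day 1 replicate 2 (1.18, adjusted p = 0.0348), *Elovl1* passed at day 1 without sham replicate 2 (1.76, adjusted p = 0.00152) and *Fads2* passed at day 3 without sham replicate 2 (1.07, adjusted p = 0.0169).

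Among 12 measured genes of the synthesis of amino acids other than serine, 1, 3, 3 and 3 rose and 5, 6, 6 and 6 fell at days 1, 3, 5 and 7 (3, 3, 3 and 3 rose and 5, 7, 6 and 6 fell when adjusted over the list alone). *Asns*, asparagine synthetase, rose by 2.26 at day 3, and *Bcat1*, the cytosolic branched-chain aminotransferase, by 3.07 and 2.72 at days 3 and 5. The falls were led by transaminases that also serve amino acid breakdown and the malate-aspartate shuttle, with log2 fold changes of -2.56, -3.99, -3.54 and -3.71 in *Gpt2* and -2.11, -3.03, -2.26 and -2.67 in *Got1* on the 4 days. In camera this list was lower at day 1 (adjusted p = 0.0355) and day 7 (adjusted p = 0.0296), against adjusted p = 0.271 and 0.245 with an estimated correlation. Amino acid synthesis genes that rose numbered 0 (without MOV day 1 replicate 1 or sham replicate 1) or 2 (without sham replicate 2) at day 1, 1 (without MOV day 5 replicate 2) at day 5 and 0 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Amino acid synthesis genes that fell numbered 3 (without MOV day 5 replicate 2) at day 5. *Bcat1* passed at day 1 without sham replicate 2 (1.96, adjusted p = 0.000504).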

In terms of pathways related to reductive biosynthesis, we did not observe any significant change in the levels of genes involved in either fatty acid or amino acid synthesis, suggesting that these pathways were not altered at the transcript level in response to MOV (Figure S1). 

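De novo purine synthesis showed rises and falls side by side. *Ppat*, the amidotransferase that commits phosphoribosyl pyrophosphate to purines, fell, with log2 fold changes of -1.15, -1.13, -0.99 and -1.02 at days 1, 3, 5 and 7 of MOV (adjusted p = 0.00347, 0.00275, 0.00782 and 0.00749). *Adsl*, adenylosuccinate lyase, fell, with log2 fold changes of -1.57, -1.78, -1.69 and -1.77, and *Adssl1*, the muscle adenylosuccinate synthetase, at -1.77, -2.51, -2.26 and -2.76. Its counterpart outside muscle, *Adss*, rose by 0.84, 1.96, 1.7 and 1.43. *Atic* rose by 1.0 and *Gmps*, GMP synthetase, by 0.72 at day 3 (adjusted p = 0.0248 and 0.0259). Of 9 measured genes, 1, 3, 1 and 1 rose and 4, 3, 3 and 3 fell on the 4 days (2, 3, 3 and 1 rose and 4, 3, 3 and 3 fell when adjusted over the list alone). The fall of *Ppat* ended at day 5 without sham replicate 1 (adjusted p = 0.0506) and at day 7 without MOV day 7 replicate 1 (adjusted p = 0.0613), and the day 1 rise of *Adss* without MOV day 1 replicate 2 or sham replicate 1 (adjusted p = 0.241 and 0.214). At day 3 the rise of *Atic* ended without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1 (adjusted p = 0.0553, 0.176 and 0.109) and that of *Gmps* without any 1 of the 4 arrays compared (adjusted p = 0.0850 to 0.130). De novo purine genes that rose numbered 0 (without MOV day 1 replicate 2 or sham replicate 1) at day 1, 1 (without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1) at day 3 and 2 (without MOV day 5 replicate 1) at day 5. *Atic* passed at day 5 without MOV day 5 replicate 1 (1.24, adjusted p = 0.0138).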

For nucleotide synthesis, the lack of a consistent pattern in the gene expression in the non‐oxidative branch of the PPP, made it difficult to determine if there was a change in de novo nucleotide synthesis. However, there was higher levels of genes (*Aprt*, *Nme*, and *Hprt*) of the purine salvage pathway across the MOV time course (Figure S2), suggesting the participation of the folate cycle in purine synthesis. Additionally, *Cmpk1*, *Rrm2*, *Ctps*, *Tyms*, and *Uck1* were elevated at some time point during MOV (Figure S3). 

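Purine salvage returns free bases and nucleosides to the nucleotide pool. *Hprt*, which salvages hypoxanthine and guanine, rose at all 4 days, with log2 fold changes of 0.87, 1.45, 1.56 and 0.90 at days 1, 3, 5 and 7 (standard error 0.21; adjusted p = 0.0130, 0.000424, 0.000573 and 0.0111). *Aprt*, which salvages adenine, rose at days 3 and 5 (1.1 and 1.08, adjusted p = 0.0199 and 0.0244) and had 0.45 and 0.76 at days 1 and 7 (adjusted p = 0.359 and 0.104). The nucleoside diphosphate kinase *Nme1* rose by 1.33, 1.45 and 1.24 at days 3, 5 and 7 (adjusted p = 0.00411, 0.00344 and 0.00871), whereas *Nme2* fell by 0.67 at day 1 (adjusted p = 0.0427) and did not pass later. *Pnp*, purine nucleoside phosphorylase, rose by 2.95 and 2.13 at days 3 and 5, and *Adk*, adenosine kinase, fell, with log2 fold changes of -2.53, -2.63, -2.03 and -2.14 on the 4 days. Of 9 genes, 3, 6, 5 and 3 rose and 2, 1, 1 and 1 fell on the 4 days (3, 6, 5 and 5 rose when adjusted over the list alone), and camera gave adjusted p = 0.0123, 0.00471 and 0.0275 at days 3, 5 and 7, against adjusted p = 0.171, 0.234 and 0.245 with an estimated correlation. The paper names *Aprt*, *Nme* and *Hprt* as raised in these arrays, so the counts and set test of this list are not independent evidence. The rises of *Aprt* ended at day 3 without MOV day 3 replicate 2 or sham replicate 1 (adjusted p = 0.222 and 0.130) and at day 5 without MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.191 and 0.153), and those of *Hprt* at day 1 without MOV day 1 replicate 2 or sham replicate 1 (adjusted p = 0.0859 and 0.0787) and at day 7 without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.0894 and 0.0765). The day 7 rise of *Nme1* ended without MOV day 7 replicate 1 (adjusted p = 0.0587) and the fall of *Nme2* without any 1 of the 4 arrays compared (adjusted p = 0.116 to 0.157). Salvage genes that rose numbered 0 (without sham replicate 1) or 1 (without MOV day 1 replicate 1) at day 1, 3 (without MOV day 3 replicate 2) at day 3, 3 (without MOV day 5 replicate 2 or sham replicate 1) at day 5 and 1 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Salvage genes that fell numbered 1 (without MOV day 1 replicate 1, MOV day 1 replicate 2, sham replicate 1 or sham replicate 2) at day 1.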

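*Rrm2*, the ribonucleotide reductase subunit that is made in S phase, had log2 fold changes of 0.37, 3.04, 2.18 and 1.28 at days 1, 3, 5 and 7 (standard error 0.32; adjusted p = 0.497, 7.46e-05, 0.000833 and 0.0158). *Ctps*, CTP synthetase, rose by 1.57, 1.64 and 1.29 at days 1, 3 and 5 (adjusted p = 0.00332, 0.00174 and 0.00973) and *Tyms*, which makes thymidylate for DNA, by 1.87 and 1.5 at days 3 and 5 (adjusted p = 0.00615 and 0.0243). *Cmpk1*, the UMP-CMP kinase, rose by 0.87 and 0.80 at days 3 and 7 (adjusted p = 0.0261 and 0.0445) and the uridine-cytidine kinase *Uck1* by 0.89 at day 1 (adjusted p = 0.0391). The largest change was in *Uck2*, the other uridine-cytidine kinase, at 5.23, 4.61, 3.44 and 2.34 on the 4 days. Of 17 genes of pyrimidine and deoxynucleotide synthesis, 4, 7, 8 and 5 rose on the 4 days (4, 12, 10 and 5 adjusted over the list alone), and of 16 cell cycle genes 2, 14, 14 and 8 rose (2, 15, 16 and 13 adjusted over the list alone), with medians of 0.05, 2.1, 2.12 and 1.3. Camera gave the pyrimidine list adjusted p = 9.05e-06, 3.29e-05 and 0.00162 at days 3, 5 and 7, against adjusted p = 0.171, 0.234 and 0.245 with an estimated correlation. This list holds *Cmpk1*, *Rrm2*, *Ctps*, *Tyms*, *Uck1* and *Slc38a10*, which the paper names as raised in these arrays, so its set test is not independent evidence. Pyrimidine genes that rose numbered 2 (without MOV day 1 replicate 1) at day 1, 4 (without MOV day 3 replicate 2) at day 3, 3 (without sham replicate 1) or 4 (without MOV day 5 replicate 2) at day 5 and 3 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. *Tyms* passed at day 1 without MOV day 1 replicate 2 (1.46, adjusted p = 0.0409), *Cmpk1* passed at day 5 without sham replicate 2 (1.04, adjusted p = 0.0167) and *Ctps* passed at day 7 without sham replicate 2 (1.06, adjusted p = 0.0269). Cell cycle genes that rose numbered 1 (without MOV day 1 replicate 1 or sham replicate 1) or 4 (without sham replicate 2) at day 1, 9 (without MOV day 5 replicate 2) at day 5 and 3 (without MOV day 7 replicate 2) or 4 (without sham replicate 1) at day 7. Their day 1 median ran from -0.20 without sham replicate 1 to 0.71 without sham replicate 2.

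Single arrays ended several of these calls. That of *Rrm2* at day 7 ended without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.145 and 0.106), that of *Ctps* at day 5 without MOV day 5 replicate 1 or sham replicate 1 (adjusted p = 0.0612 and 0.0939), those of *Tyms* at day 3 without MOV day 3 replicate 2 (adjusted p = 0.0568) and at day 5 without MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.190 and 0.113), those of *Cmpk1* at day 3 without MOV day 3 replicate 1, MOV day 3 replicate 2 or sham replicate 1 (adjusted p = 0.0855, 0.142 and 0.230) and at day 7 without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.165, 0.142 and 0.328), and that of *Uck1* without MOV day 1 replicate 1, MOV day 1 replicate 2 or sham replicate 2 (adjusted p = 0.134, 0.134 and 0.254).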

Finally, the elevated level of the neutral amino acid transporter *Slc38a10* on days 3, 5, and 7 of MOV may enhance pyrimidine synthesis by increasing intracellular glutamine and aspartate levels (Figure S3).

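*Slc38a10* rose from a log2 level of 10.70 ± 0.58 (SD, n = 2) in sham muscle to 12.90 ± 0.013 (SD, n = 2) at day 3, with log2 fold changes of 0.24, 2.20, 2.14 and 2.16 at days 1, 3, 5 and 7 (standard error 0.35; adjusted p = 0.705, 0.000743, 0.00140 and 0.00143). Among the enzymes of de novo pyrimidine synthesis, *Cad*, which carries its opening 3 steps, rose at day 5 (1.05, adjusted p = 0.0158) and had 0.51, 0.70 and 0.60 at days 1, 3 and 7. *Dhodh* and *Umps*, which carry the later steps, did not pass at any day (adjusted p = 0.794, 0.907, 0.556 and 0.627 for *Dhodh* and 0.452, 0.0578, 0.0918 and 0.194 for *Umps*). The rise of *Cad* ended without MOV day 5 replicate 1, MOV day 5 replicate 2 or sham replicate 1 (adjusted p = 0.0893, 0.0644 and 0.107). *Cad* passed at day 3 without MOV day 3 replicate 1 (1.04, adjusted p = 0.0358) and *Umps* passed at day 3 without MOV day 3 replicate 1 (1.42, adjusted p = 0.0210) and at day 5 without MOV day 5 replicate 1 (1.27, adjusted p = 0.0462).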

### 3.4 Redox metabolism

The elevated levels of genes of both the oxidative branch of the PPP and the mitochondrial folate cycle suggested higher NADPH synthesis in response to MOV. NADPH is used in redox homeostasis and reductive biosynthesis to produce fatty acids, amino acids, and nucleotides. NADPH plays a major role in cellular redox homeostasis by combating oxidative stress through reducing glutathione, thioredoxins, and peroxiredoxins. In response to MOV, *Gsr*, and *Gpx1*, which encode the two enzymes directly involved in glutathione reduction and oxidation, respectively, showed higher levels and suggest redox homeostasis was likely the primary process consuming NADPH (Figure 4). In addition, genes for thioredoxins and peroxiredoxins (*Txnrd1* and *Prdx 1*, *respectively*) involved in other redox pathways which can utilize NADPH to control hydrogen peroxide (H_2_O_2_) (Netto & Antunes, 2016) were also highly elevated during MOV (Figure 4).

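*Gsr*, the glutathione reductase that spends NADPH to renew glutathione, rose early, with log2 fold changes of 2.83, 1.95, 1.11 and 0.43 at days 1, 3, 5 and 7 (standard error 0.38; adjusted p = 0.000383, 0.00273, 0.0606 and 0.509). *Gpx1*, the glutathione peroxidase that uses glutathione to remove peroxide, rose later, with 1.01, 2.81, 2.33 and 2.12 (standard error 0.33; adjusted p = 0.0530, 0.000131, 0.000692 and 0.00116). Of 23 measured genes of the glutathione, thioredoxin and peroxiredoxin systems, 7, 11, 7 and 6 rose and 4, 2, 2 and 3 fell on the 4 days (9, 12, 11 and 6 rose and 7, 5, 3 and 5 fell when adjusted over the list alone). *Srxn1*, which repairs oxidised peroxiredoxins, rose by 5.71 and the glutaredoxin *Glrx* by 3.43 at day 1, and *Gpx8*, a peroxidase of the endoplasmic reticulum, by 2.39 and 2.68 at days 5 and 7. *Sod2*, the superoxide dismutase of the mitochondrion, fell, with log2 fold changes of -2.5, -1.89 and -2.17 at days 3, 5 and 7. Camera gave adjusted p = 0.00823 and 0.00752 at days 3 and 5, against adjusted p = 0.171 and 0.234 with an estimated correlation. *Gsr*, *Gpx1*, *Txnrd1* and *Prdx1*, which the paper names as raised in these arrays, are in this list, so its set test is not independent evidence. Genes of these systems that fell numbered 1 (without sham replicate 1) or 2 (without MOV day 1 replicate 1) at day 1, 4 (without sham replicate 2) at day 3, 1 (without MOV day 5 replicate 2 or sham replicate 1) at day 5 and 1 (without MOV day 7 replicate 2) at day 7. *Gpx8* passed at day 3 without sham replicate 2 (2.18, adjusted p = 0.000452).

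All 7 measured neutrophil markers, such as *S100a8* and *Csf3r*, rose at days 1 and 3, and 6 and 3 rose at days 5 and 7, with medians of 5.77, 3.77, 2.69 and 1.75 (7, 7, 6 and 4 rose when adjusted over the list alone), while 13 of the 14 macrophage markers rose at day 3. As a set the neutrophil markers had adjusted p = 0.141, 0.171, 0.234 and 0.273 with an estimated correlation, and their day 7 median was 0.82 without MOV day 7 replicate 2 and 0.93 without sham replicate 1. Without sham replicate 2 the day 5 change of *Gsr* passed (1.5, adjusted p = 0.0235) and so did that of *Gpx1* at day 1 (1.44, adjusted p = 0.0112), as it also did without MOV day 1 replicate 2 (adjusted p = 0.0466). Without sham replicate 1 the day 5 rise of *Gpx8* was 1.53. From the raised PPP and folate genes together with *Gsr* and *Gpx1*, the paper proposes that the muscle made more NADPH and that redox homeostasis was its main use. Neutrophil markers that rose numbered 1 (without MOV day 7 replicate 2) or 5 (without sham replicate 2) at day 7.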

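*Txnrd1*, the cytosolic thioredoxin reductase, which draws on NADPH, rose at days 1 and 3, with log2 fold changes of 2.52, 1.07, 0.38 and -0.27 at days 1, 3, 5 and 7 (standard error 0.25; adjusted p = 5.51e-05, 0.00886, 0.35 and 0.527). *Prdx1*, a peroxiredoxin that is renewed by thioredoxin, had 0.60, 1.54, 1.22 and 0.83 (standard error 0.23; adjusted p = 0.0968, 0.000500, 0.00303 and 0.0253). *Txn1*, cytosolic thioredoxin, rose by 2.09, 2.67, 2.21 and 1.39 on the 4 days, and *Prdx4*, the peroxiredoxin of the endoplasmic reticulum, by 2.29, 2.85 and 2.57 at days 3, 5 and 7. *Prdx3*, the mitochondrial peroxiredoxin, fell by 1.65 at day 3. The day 3 rise of *Txnrd1* ended without MOV day 3 replicate 2 or sham replicate 1 (adjusted p = 0.0859 and 0.0823). At day 7 the rise of *Prdx1* ended without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.0587, 0.160 and 0.190) and that of *Txn1* without MOV day 7 replicate 2 or sham replicate 1 (adjusted p = 0.139 and 0.134).

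**Figure D2:**
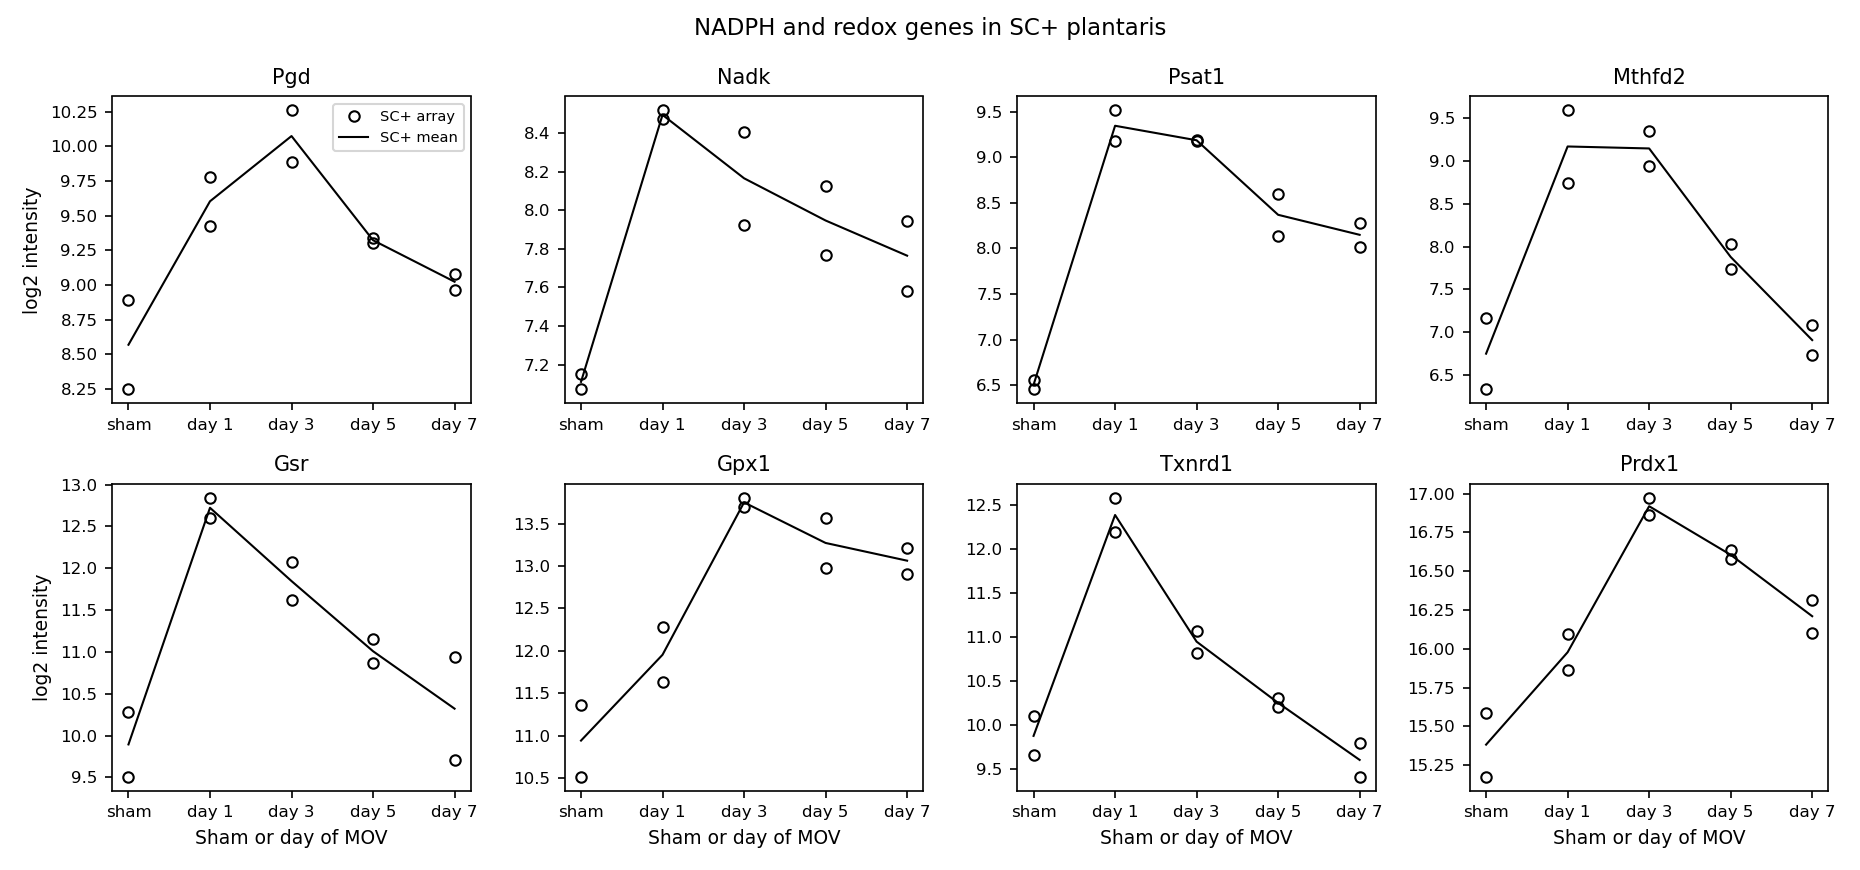
Log2 levels of *Pgd*, *Nadk*, *Psat1*, *Mthfd2*, *Gsr*, *Gpx1*, *Txnrd1* and *Prdx1* in SC+ plantaris muscle, by group (sham and days 1, 3, 5 and 7 of MOV) on the horizontal axis. Points are single arrays, 2 per group, and lines join the group means, with *Gsr* and *Txnrd1* highest at day 1 and *Gpx1* and *Prdx1* highest at day 3.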

**FIGURE 4:**
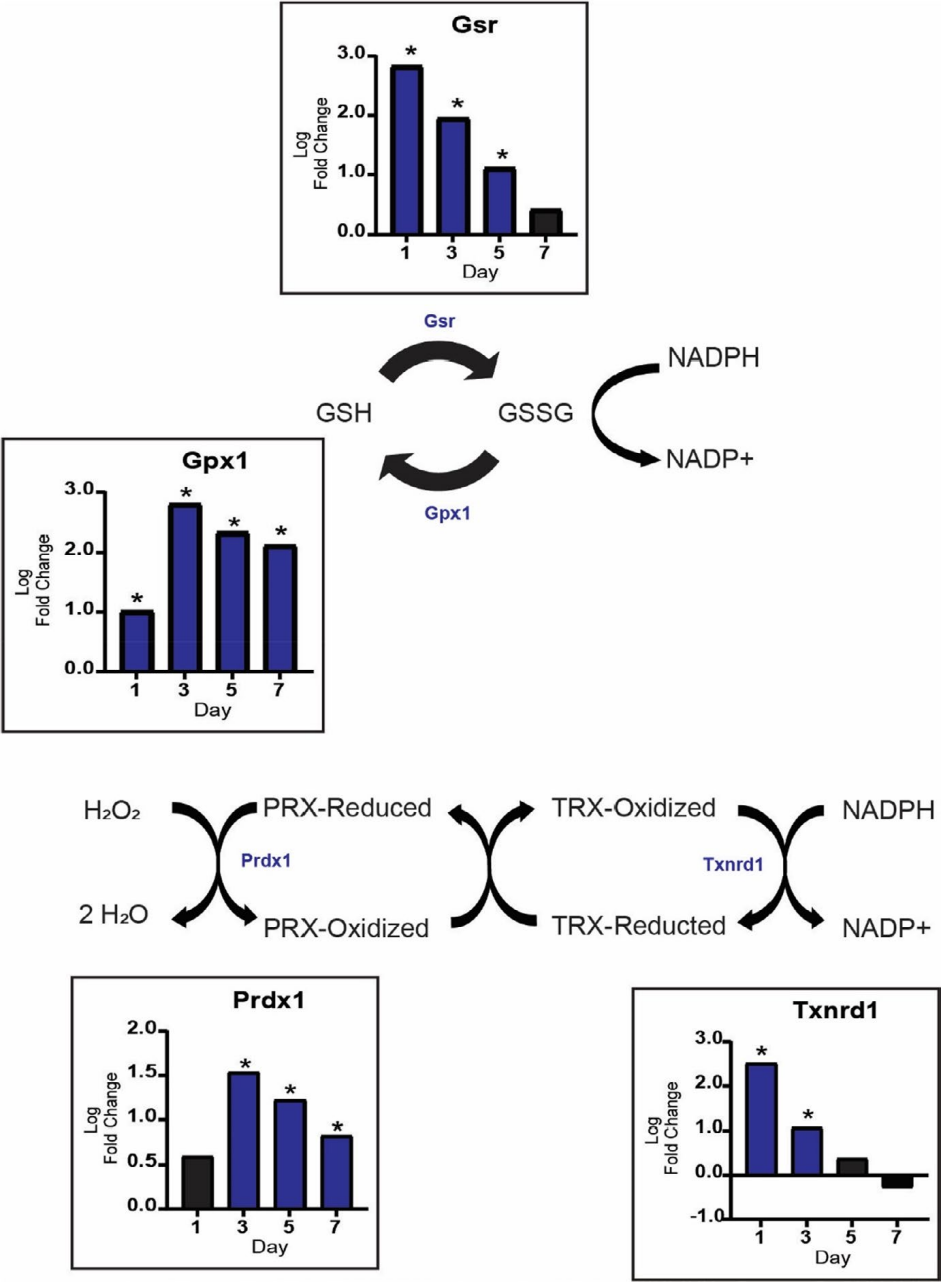
Redox metabolism is increased during MOV. Pathways related to the oxidation and reduction of glutathione are upregulated during MOV. In addition, other pathways that utilize NADPH to scavenge hydrogen peroxide increase during the first week of MOV as highlighted by log twofold change (blue: upregulated and black: not differentially expressed) of genes involved in these reactions. *N* = 2/group (pooled samples). *denotes statistical significance (adjusted *p* value <0.05) compared to sham (control)

### 3.5 Potential regulation of metabolic genes by myomiR‐1 during MOV

MyomiR‐1 is the most abundant miRNA in the mouse plantaris muscle and shows the greatest change in expression in response to MOV of any miRNA (Vechetti et al., 2021). To determine if the higher levels of PPP and redox‐related genes might be attributed to a decrease in myomiR‐1 expression, we performed a myomiR‐1 target gene prediction analysis on all of the significantly upregulated genes across the MOV time course. This analysis identified a small set of genes involved in the PPP, SSP, and redox homeostasis with predicted myomiR‐1 seed sequences within their respective 3'‐UTR (Figure 5a). In particular, genes of the oxidative (*G6pdx* and *Pgd*) and non‐oxidative (*Tkt*) branch of the PPP, SSP (*Psat1*), and redox homeostasis (*Gsr* and *Gclc*). Together, these results indicate a possible role of myomiR‐1 in the regulation of skeletal muscle metabolism by targeting key genes that act synergistically to produce and utilize NADPH during MOV.

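The 4 of these predicted targets measured here rose together early in MOV. *Pgd*, *Psat1*, *Gsr* and *Gclc*, the catalytic subunit of the enzyme that starts glutathione synthesis, had a median log2 fold change of 1.93 at day 1 and 1.73 at day 3, where all 4 passed, and of 0.93 and 0.50 at days 5 and 7, where 1 passed, *Psat1*. Adjusted over the list alone, 4, 4, 4 and 1 rose on the 4 days, but the study chose the list from genes raised in these arrays, so the counts are not independent evidence of its direction. *Gclc* had 1.0, 0.99, 0.57 and 0.54 at days 1, 3, 5 and 7 (adjusted p = 0.00850, 0.00636, 0.0959 and 0.119). As a set the list had adjusted p = 0.000117, 0.000254, 0.00610 and 0.0296 in camera with its preset correlation, and adjusted p = 0.0880, 0.171, 0.234 and 0.245 with an estimated correlation. The rises of *Gclc* ended at day 1 without MOV day 1 replicate 2 (adjusted p = 0.0535) and at day 3 without MOV day 3 replicate 1 (adjusted p = 0.0571). Genes of this list that rose numbered 2 (without MOV day 1 replicate 2) at day 1 and 3 (without sham replicate 2) at day 5. *Pgd* passed at day 5 without sham replicate 2 (1.07, adjusted p = 0.0180) and *Gsr* passed at day 5 without sham replicate 2 (1.5, adjusted p = 0.0235). The day 7 median was 0.76 without MOV day 7 replicate 1 and 0.79 without sham replicate 2.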

**FIGURE 5:**
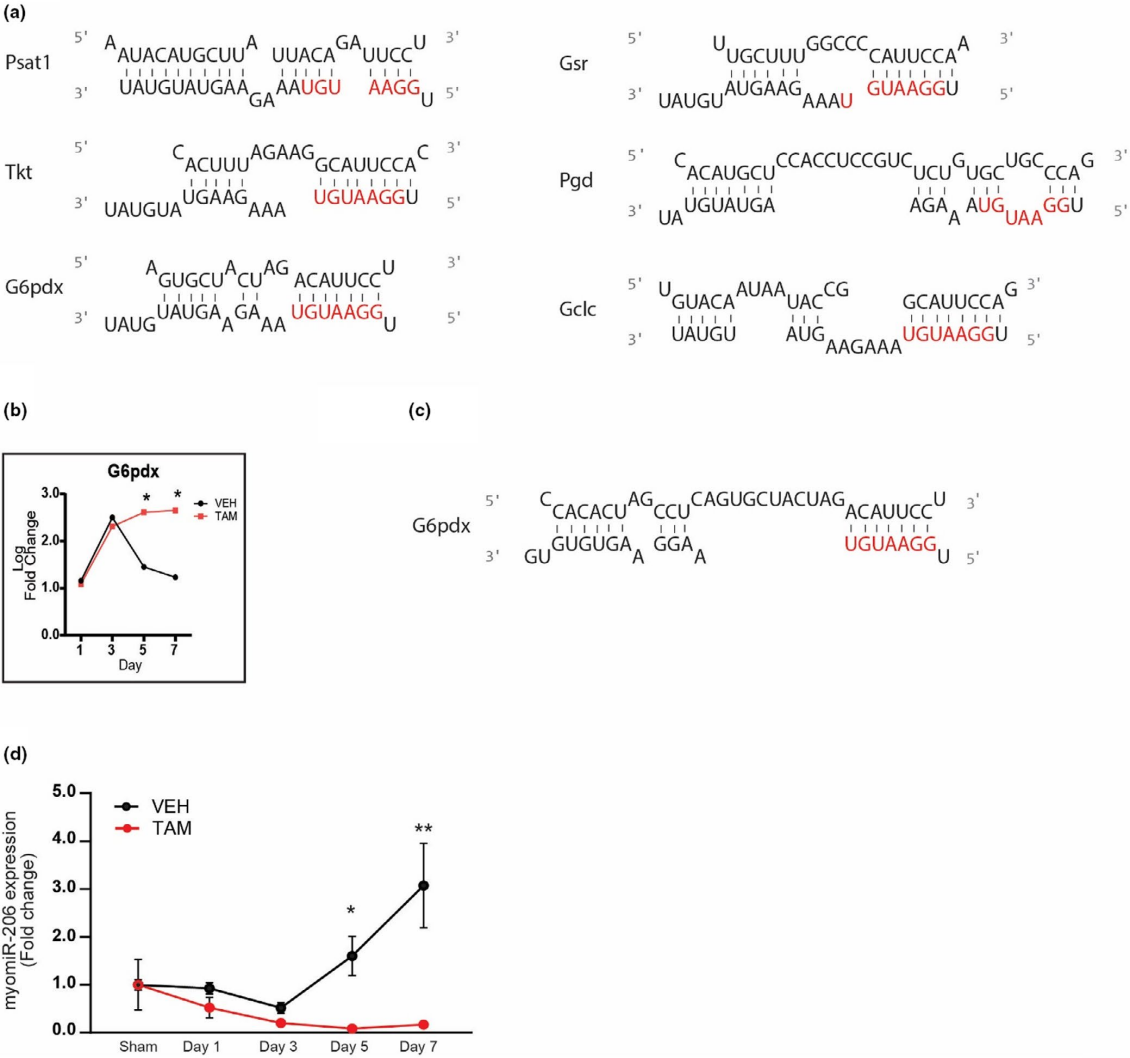
Skeletal muscle metabolism regulated by a myomiR‐1 network. (a) In‐silico prediction of myomiR‐1 metabolic target genes 3’ UTR seed sequence and miyomiR‐1 (b) Expression of G6pdx in SC+ and SC‐ skeletal muscle throughout the time course (c) G6pdx 3'‐UTR seed sequence and myomiR‐206 (d) myomiR expression throughout the time course. Log twofold change of DEGs between Vehicle‐ and Tamoxifen‐treated mice after mechanical overload. *N* = 2/group (pooled samples) for (a‐c), and *n* = 6 for (d). *denotes statistical significance (*p* value <0.05) between vehicle‐ and tamoxifen‐treated mice

### 3.6 Influence of satellite cells on metabolism during MOV

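Satellite cells, the muscle stem cells that carry *Pax7*, were killed in *Pax7*-DTA mice by tamoxifen, which switches on diphtheria toxin in these cells (SC-), while mice given vehicle kept them (SC+). Every SC- pool had tamoxifen and every SC+ pool vehicle. In all comparisons of SC- with SC+, the loss of satellite cells therefore cannot be told apart from an effect of the drug itself. All 20 arrays, in 10 groups of 2 pools, were fitted together in limma with a mean for each group, and SC- was compared with SC+ at each time point at an unadjusted p under 0.05. By that measure 1088 genes differed in sham muscle, 1168 at day 1, 1064 at day 3, 1795 at day 5 (872 higher and 923 lower in SC-) and 2361 at day 7 of MOV (1209 higher and 1152 lower), where chance alone gives about 975 of 19505. Neither direction is read as the larger, since cyclic loess gave 1051 higher and 809 lower at day 5 and 1383 and 1032 at day 7. After Benjamini-Hochberg adjustment limma called 0 genes in sham muscle, 0 at day 1, 6 at day 3, 1 at day 5 and 56 at day 7 (13 higher and 43 lower). The difference in the response to MOV itself, SC- against SC+, passed for 0 genes at each of the 4 days after adjustment, and for 962, 819, 1522 and 1811 genes at an unadjusted p under 0.05. Single arrays moved these numbers, to 1659 genes in sham muscle without SC- sham replicate 1, to 984 at day 5 without SC+ MOV day 5 replicate 1, and at day 7 to 1445 without SC- MOV day 7 replicate 1 and 1362 without SC+ MOV day 7 replicate 1, and the difference in the response at day 5 to 977 without SC+ MOV day 5 replicate 1.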

We next wanted to determine if satellite cell fusion might be affecting the expression of PPP and redox homeostasis‐related genes. We compared plantaris muscle gene expression of vehicle‐treated, satellite cell‐replete (SC+), and tamoxifen‐treated, satellite cell‐depleted (SC‐) to identify differentially expressed key metabolic genes across the MOV time course (Figure S4). Specifically, this analysis found that SC‐ *G6pdx* level was significantly higher on days 5 and 7 of MOV compared to SC+; in particular, SC‐ *G6pdx* level remained elevated while SC+G6pdx level was returning towards baseline on days 5 and 7 of MOV (Figure 5b).

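Transcripts of new and fusing muscle cells were lower in muscle depleted of satellite cells. At day 7, *Myog*, the transcription factor of myoblast differentiation, was lower in SC- than in SC+ by a log2 difference of -2.27 (adjusted p = 0.0246), the embryonic myosin gene *Myh3* by -4.58 (adjusted p = 0.104) and *Igf2*, a growth factor of myoblasts, by -4.88 (adjusted p = 0.0164), and at day 5 *Myh3* and *Igf2* differed by -5.08 and -4.97. Of 9 genes of differentiating and fusing myoblasts, 7 were lower at an unadjusted p under 0.05 at both days (7 and 7 adjusted over the list alone), and the list held with an estimated correlation (adjusted p = 0.0288 and 0.0355). Of 8 satellite cell genes, 4 were lower at day 5 and 3 at day 7 (3 and 3 adjusted over the list alone), with adjusted p = 0.0522 and 0.118 with an estimated correlation, and *Myf5*, a transcription factor of myoblasts, differed by -1.62 at day 7 (adjusted p = 0.0317). The mean log2 level of these 8 genes was near or under 6 on every array, where background takes up part of the value. It was 5.635 and 5.308 in SC- against 5.998 and 6.044 in SC+ at day 7. In sham muscle it was 5.071 and 4.978 in SC- against 5.342 and 5.61 in SC+. Higher in SC- at day 7 were *Mmp9*, a matrix protease of neutrophils (3.37, adjusted p = 0.0117), *Pf4*, a chemokine of platelets and macrophages (2.64, adjusted p = 0.0312), and *Sfrp2*, a Wnt antagonist (2.46, adjusted p = 0.0164).

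Of all 19505 genes, 1795 differed at day 5 and 2361 at day 7 at an unadjusted p under 0.05, where chance gives about 975. Counts above chance at these days were therefore in part common to all genes. Of 40 genes the paper names and that were measured here, 3 were higher and 1 lower in SC- in sham muscle, 0 and 3 at day 1, 1 and 5 at day 3, 2 and 3 at day 5, and 8 and 3 at day 7, at an unadjusted p under 0.05, where chance gives about 2. None passed after adjustment in limma with all arrays (lowest adjusted p = 0.764, 0.736, 0.599, 0.254 and 0.111), and the lowest at day 1 was 0.0490 without SC- MOV day 1 replicate 1. At day 7, 3 were higher and 4 lower without SC- MOV day 7 replicate 1, 4 and 3 without SC- MOV day 7 replicate 2 and 3 and 1 without SC+ MOV day 7 replicate 1. At day 5 the counts were 1 and 6 without SC- MOV day 5 replicate 1, 1 and 3 without SC- MOV day 5 replicate 2, 1 and 1 without SC+ MOV day 5 replicate 1 and 5 and 5 without SC+ MOV day 5 replicate 2. With 1 array left out they ran from 1 to 3 and 0 to 2 in sham muscle, 0 to 1 and 0 to 4 at day 1, and 0 to 1 and 3 to 5 at day 3. The muscle glycolytic genes *Pfkm*, *Pgam2* and *Eno3* were lower, with log2 differences of -0.86, -0.98 and -1.17 at day 5 and of -0.96, -1.22 and -0.99 at day 7. *Gpx1* was higher by 0.81 and 0.85 at the 2 days, *Uck1* by 0.73 at day 5, and at day 7 *Sfxn1* by 1.04 (adjusted p = 0.111), *Slc38a10* by 1.13, *Rrm2* by 0.84, *Aldh1l2* by 0.82, *Gsr* by 0.78, *Mthfd2* by 0.71 and *Ctps* by 0.58. TCA cycle genes were lower, 12 of 17 at day 5 and 14 of 17 at day 7 (7 and 11 adjusted over the list alone), with adjusted p = 0.268 and 0.164 with an estimated correlation. Macrophage markers were higher, 7 and 5 of 14 (7 and 3 adjusted over the list alone), with adjusted p = 0.268 and 0.290 with an estimated correlation. Of these differences in the paper's genes, those of *Eno3* at day 5, *Pfkm* at day 7 and *Sfxn1* at day 7 held with any 1 of the 4 arrays left out. At day 5 those that ended were *Pfkm*, *Pgam2*, *Gpx1* and *Uck1* without SC+ MOV day 5 replicate 1 (-0.69, -0.77, 0.52 and 0.66), *Pgam2* and *Gpx1* without SC- MOV day 5 replicate 1 (-0.67 and 0.75) and *Gpx1* and *Uck1* without SC- MOV day 5 replicate 2 (0.88 and 0.55). At day 7 they were *Pgam2*, *Eno3*, *Slc38a10*, *Rrm2*, *Aldh1l2*, *Gsr*, *Mthfd2* and *Ctps* without SC+ MOV day 7 replicate 1 (-0.87, -0.71, 0.87, 0.58, 0.56, 0.17, 0.53 and 0.35), *Gpx1* without SC+ MOV day 7 replicate 2 (0.70), *Gpx1*, *Rrm2*, *Gsr*, *Mthfd2* and *Ctps* without SC- MOV day 7 replicate 1 (0.66, 0.56, 0.74, 0.61 and 0.48) and *Slc38a10*, *Aldh1l2*, *Gsr*, *Mthfd2* and *Ctps* without SC- MOV day 7 replicate 2 (0.82, 0.36, 0.83, 0.81 and 0.68). Other fits gave larger values at day 7, with *Gsr* at 1.4 without SC+ MOV day 7 replicate 2 and *Aldh1l2* at 1.27 without SC- MOV day 7 replicate 1. Without SC+ MOV day 5 replicate 2, other genes differed more at day 5 than with all arrays. *Sfxn1*, *Slc38a10* and *Aprt* were higher in SC- by 0.83, 1.1 and 0.93. *Hk2* and *Nme1* were lower, with log2 differences of -1.18 and -0.87.

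**Figure D3:**
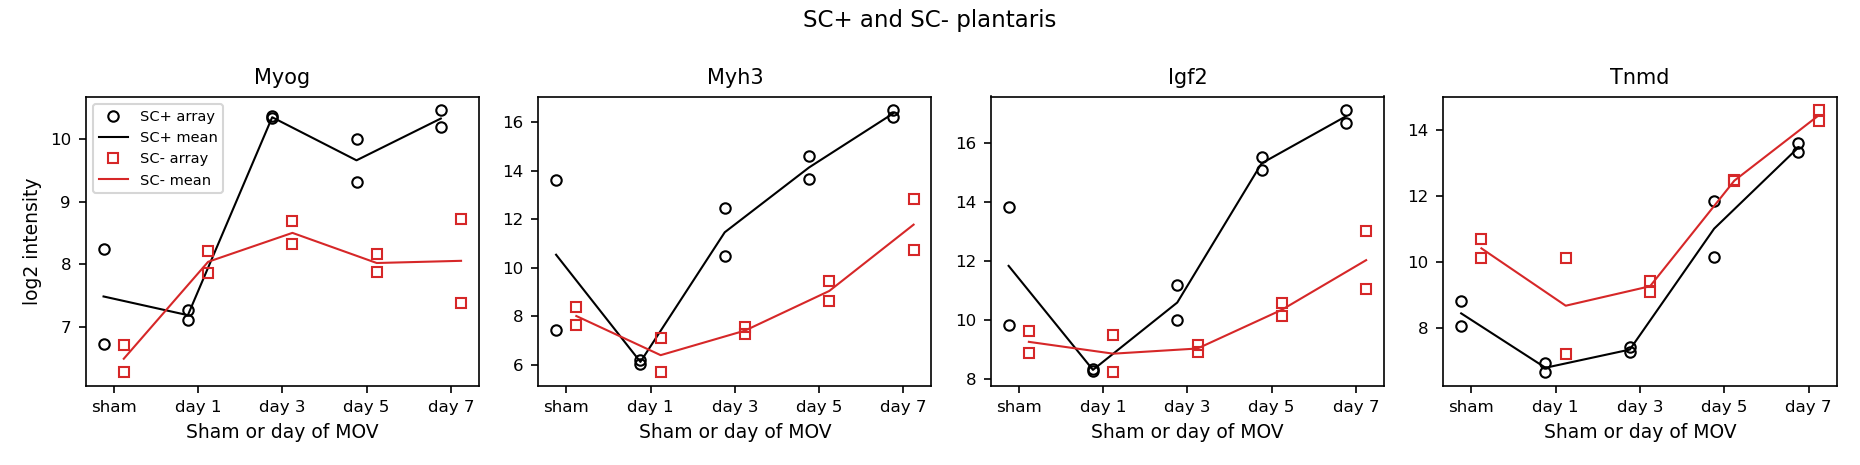
Log2 levels of *Myog*, *Myh3*, *Igf2* and *Tnmd* in SC+ and SC- plantaris muscle, by group (sham and days 1, 3, 5 and 7 of MOV) on the horizontal axis. Points are single arrays, 2 per group, and lines join the group means, with *Myog*, *Myh3* and *Igf2* lower in SC- at days 5 and 7 and the 2 SC+ sham arrays far apart in *Myh3* and *Igf2*.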

Given that myomiR‐206 has been previously shown to be enriched in satellite cells (Fry et al., 2017), we hypothesized that the expression of myomiR‐206, which is known to target many of the same genes as myomiR‐1 given their identical seed sequence (Figure 5c), would be higher in SC+compared to SC‐ and, as a result, repress expression of these genes upon satellite fusion starting at day 5 of MOV. In Figure 5d, qPCR analysis confirmed miR‐206 expression was higher at days 5 and 7 of MOV in the SC+group whereas miR‐206 expression did not change across the MOV time course in SC‐ group, consistent with satellite cell proliferation and depletion, respectively.

## 4 DISCUSSION

We identified a potential mechanism which could facilitate the rapid growth response observed in MOV‐induced skeletal muscle hypertrophy. Specifically, we identified the pentose phosphate pathway (PPP) as a possible shunt for glucose and highlighted the importance of the rate limiting enzyme of the PPP, *G6pdx*, in the regulation of skeletal muscle metabolism during hypertrophy. In response to MOV, the results suggest the PPP becomes activated which leads to an increase in NADPH that is subsequently used in nucleotide biosynthesis and oxidative stress. We also provide evidence for a potential mechanism involving myomiRs modulating the expression of genes involved in the metabolic reprograming induced by MOV.

It is well established that the PPP is essential for reductive biosynthesis and generation of NADPH (Vander Heiden et al., 2009). Pharmacological inhibition of *G6pdx* reduced nucleotide synthesis and tumor cell proliferation in both pancreatic adenocarcinoma cells and mice hosting Ehrlich's ascitic tumor cells (Boros et al., 1997). In contrast, overexpression of *G6pdx* was shown to increase the levels of NADPH resulting in a higher rate of cellular growth under oxidative stress (Tian et al., 1998). While these studies were not conducted in skeletal muscle, they support a critical role of *G6pdx* in cell growth. The importance of the PPP in skeletal muscle adaptation has been recently described by Hoshino and colleagues whereby electrical stimulation of C2C12 myotubes led to an increase in reactive oxygen species‐dependent activation of the PPP (Hoshino et al., 2020). The reliance on the PPP for muscle growth is also supported by studies investigating the rapid muscle growth of broiler chickens and in mice upon inducible, muscle‐specific Akt‐activation (Abasht et al., 2016; Brothers et al., 2019). Finally, Wagner and colleagues found increased levels of *G6pdx* and *Pgd* in mice after Marcaine‐induced muscle damage indicating that the PPP is upregulated to assist in the recovery from muscle damage (Wagner et al., 1978). Together, these studies, along with the results of the current study, suggest that the PPP is responsive to various stimuli and highlights the potentially important role of this pathway in skeletal muscle hypertrophy and regeneration.

The PPP is not the only pathway which can generate NADPH, the folate and TCA cycles, malic enzymes, and nicotinamide nucleotide transhydrogenase mitochondrial inner membrane proteins can all generate NADPH (Ju et al., 2020). However, a previous study reported that in growing cells the PPP and folate cycle are the primary pathways responsible for NADPH production (Fan et al., 2014), which agrees with our transcriptomic data. In particular, the transcriptomic data provides evidence that the mitochondrial branch of the folate cycle, compared to the cytosolic branch, could generate additional NADPH during MOV (Figure 4). Ducker and co‐workers propose that the compartmentalization of the folate cycle is necessary in order to uncouple one‐carbon metabolism from glycolysis in an effort to preserve NAD^+^ and allow for the continuation of glycolysis (Ducker & Rabinowitz, 2017). Most recently Zhu and co‐workers determined that mitochondrial NADPH production was essential for the biosynthesis of proline, which contributed to collagen formation (Zhu et al., 2021). Therefore, these findings indicate that compartmentalizing NADPH synthesis could be a strategy by which the spatial production of a metabolic product ensures specific utilization.

It is well established that NADPH can be used to reduce oxidative stress with aberrant levels of NADPH associated with cancer, cardiovascular disease, and aging (Ju et al., 2020; Xiao et al., 2018; Ying, 2008). In skeletal muscle, it has been demonstrated that muscle contractions can increase both NADPH and ROS production (Henriquez‐Olguin et al., 2019; Hoshino et al., 2020). Interestingly, increased levels of ROS can hydroxylate guanines of mRNA (Kasai et al., 1991; Shan et al., 2007), decreasing translational fidelity, causing ribosomal stalling and shortened peptides (Shan et al., 2007; Simms et al., 2014; Tanaka et al., 2007). Furthermore, oxidative modifications can occur on ribosomal proteins and ribosome modifying enzymes which may interfere with translation (Shcherbik & Pestov, 2019). NADPH production could also attenuate errors in protein synthesis by reducing the abundance of free radicals that would otherwise cause expression of genes associated with DNA damage, oxidized mRNA, and proteolysis (Song et al., 2021). Altogether, increasing NADPH to reduce oxidative stress could allow for the high rate of protein synthesis that occurs during MOV and suggests that modulating NADPH could lead to improvements in protein synthesis.

Metabolic pathways are complex and regulated at several levels with microRNAs shown to be involved in the regulation of glycolysis and the PPP (Singh et al., 2013; Xu et al., 2017). In addition, we and others have previously demonstrated that microRNAs play a role in skeletal muscle plasticity (Bonanno et al., 2020; Hudson et al., 2014; Kovanda et al., 2018; McCarthy & Esser, 2007; Silva et al., 2019). For example, myomiR‐1, one of the most abundant microRNAs in skeletal muscle, decreases during skeletal muscle hypertrophy, suggesting this microRNA acts as a repressor of growth (Chaillou et al., 2013; McCarthy & Esser, 2007; Vechetti et al., 2021). Interestingly, myomiR‐1 has also been shown to repress the activity of *G6pdx* resulting in an inhibitory effect on the PPP (Singh et al., 2013). Our results propose that the rapid downregulation of myomiR‐1 in response to MOV leads to enhanced levels of *G6pdx* which, in turn, activates the PPP to generate NADPH. The concomitant increase in the levels of *G6pdx* with the decrease in myomiR‐1 may be the impetus for the metabolic shift observed during MOV.

It is well established that during MOV‐induced muscle hypertrophy, satellite cells fuse to the muscle fibers, contributing to the increase in myonuclei and potentially playing other hypertrophic supporting roles (Fry et al., 2014; Kirby et al., 2016; Snijders et al., 2015). In order to determine if satellite cell fusion affects the levels of *G6pdx*, during MOV‐induced muscle hypertrophy, we queried a microarray comparing the metabolic genes between SC+ and SC‐ mice. We found that *G6pdx* was significantly elevated in SC‐ when compared to SC+mice (Figure 5b). Previous results from our laboratory supported a mechanism in which the delivery of satellite cell‐enriched myomiR‐206‐induced collagen remodeling during MOV (Fry et al., 2017). In addition, myomiR‐206 has also been shown to regulate *G6pdx* in both C2C12 myoblasts and cancer cells (Jiang et al., 2019; Singh et al., 2013) as it shares a near identical seed region with myomiR‐1. The results from the current study demonstrate that myomiR‐206 expression is significantly elevated at days 5 and 7 of MOV only in SC+mice (Figure 5d) which coincided with the lower *G6pdx* expression in SC‐ muscle (Figure 5b). Together, these results suggest that satellite cell‐enriched myomiR‐206 also participates in the metabolic reprograming during MOV‐induced muscle hypertrophy by modulating the levels of *G6pdx*. Although our results are based on changes in gene expression and microRNA target prediction, the regulation of *G6pdx* expression by myomiRs has been validated in cancer and nonneoplastic fibroblast cells (Singh et al., 2013), where an inverse correlation between myomiR‐1, −206 and PPP gene expression was demonstrated. Thus, we propose that myomiR‐1 and myomiR‐206 contribute to the metabolic reprograming that allows for the robust skeletal muscle growth observed in response to MOV by activating the PPP and one‐carbon pathways.

The current study is not without limitations. The results rely exclusively on transcriptomic data to infer changes in metabolic pathways in response to MOV. A major focus of a future study will be to confirm the observed changes in gene expression are reflected at the protein level. Previous studies have reported that changes in metabolic gene transcript levels correspond to similar changes at the protein level (Gupte et al., 2011; Hoshino et al., 2020; Singh et al., 2013; Weyrauch et al., 2020). In addition, Weyrauch and colleagues, using the same hypertrophy model (i.e., MOV induced by synergist ablation) as used in the current study, showed that GLUT1 and G6PDH protein abundance as well as NADPH levels were all higher in response to 5 days of MOV (Weyrauch et al., 2020). This gives us confidence that the changes in gene expression observed here are also physiological meaningful. Additionally, samples were pooled for microarray analysis which limits the amount of biological variation in our results. This may limit the extent to which our results may be interpreted. Nonetheless, our results still provide novel data regarding metabolic networks that appear to be important for skeletal muscle growth and are not diminished by the methodology. For example, Mendias and co‐workers performed a microarray analysis on rat plantaris muscle after 3, 7, and 28s of synergist ablation (Mendias et al., 2017). RNA for this analysis was not pooled allowing for each sample (*n* = 4 per group) to be sequenced individually (Mendias et al., 2017). In line with our results, *G6pdx* was significantly higher on day 3 compared to control (GSE62388), demonstrating consistencies among microarray analysis strategies. Another potential limitation of the study is the fact that our transcriptomic analysis encompasses the whole muscle and cannot distinguish the contribution of non‐muscle cell types to the observed changes in gene expression. For instance, macrophage abundance has been shown be significantly elevated after 5 days of MOV which may have influenced the transcriptomic data given that macrophages undergo metabolic reprograming upon activation (Novak et al., 2009; O'Neill et al., 2016). This concern is tempered by the finding of Kirby and colleagues showing that approximately 90% of nascent RNA is associated with myonuclei during MOV induced by synergist ablation (Kirby et al., 2016), thus providing confidence that most of the observed changes in gene expression reflect what is occurring within muscle fibers.

In conclusion, we provide evidence to suggest the robust muscle growth induced by MOV may rely upon metabolic reprogramming that involves activation of the PPP and one‐carbon metabolic pathway. Further, our data along with studies in cancer, indicate activation of the PPP is regulated by myomiR targeting of *G6pdx* (Coda et al., 2015; Singh et al., 2013). The findings from this study provide the foundation for future studies focused on determining the role of *G6pdx* in skeletal muscle hypertrophy.

## CONFLICT OF INTEREST

The authors declare that there is no conflict of interest.

## AUTHOR CONTRIBUTIONS

Ivan J. Vechetti conceived and supervised the project. Taylor Valentino designed and performed the research. Vandre C Figueiredo performed the surgeries and RNA extraction. Taylor Valentino, John J. McCarthy, and Ivan J. Vechetti performed the data analysis. Taylor Valentino, C. Brooks Mobley, John J. McCarthy, and Ivan J. Vechetti interpreted the results. Taylor Valentino, John J. McCarthy, and Ivan J. Vechetti wrote the manuscript with input from all other authors. All authors agreed with the final version of the manuscript.

## Supporting information

Fig S1‐S4

How the deposited data were processed for this re-analysis (not part of the article)

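Messenger RNA was measured with Affymetrix arrays in whole plantaris muscle of female *Pax7*-DTA mice aged 5 months, given vehicle (satellite cell-replete, SC+) or tamoxifen (satellite cell-depleted, SC-), and then sham surgery or mechanical overload (MOV) for 1, 3, 5 or 7 days. There were 20 arrays in 10 groups of 2. No group had tamoxifen with satellite cells kept, so SC- against SC+ is also tamoxifen against vehicle. Each array carried 250 ng of RNA pooled from 2 or 3 mice, so the 2 arrays of a group are 2 pools, and the spread between them is between pools and not between mice. Sample conditions were taken from the sample records, and no condition was inferred from the values.

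The authors deposited 1 table of log2 values for 28846 probe sets, which the submitters' processing notes describe as made by robust multi-array average (RMA: background correction, quantile normalization and log2 transformation). The sources used here do not give the version of that program or the probe-set definition. The values ran from 2.22 to 19.93, with array medians between 6.5 and 6.57. No raw intensity was used here, and the values were not normalized again except in 1 alternative named below.

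The platform annotation pairs 19572 probe sets with 1 gene symbol, and the other 9274 rows were not used here, except in an alternative fit. Where a gene had more than 1 probe set (55 genes), the one with the highest mean over the 20 arrays was kept, which left 19505 genes. Some genes that the paper discusses, the myomiR loci among them, are not named by the annotation or are not reported here, and were not analysed here. The mean of 8158 genes was under 6 on the log2 scale, where arrays show mostly background, and 20 genes had a mean of 19 or more, near the top of the scale, where a change could not show in full.

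Models were fitted with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, with moderated tests (eBayes). The SC+ response to MOV was fitted on the 10 SC+ arrays with a mean for each group, each day was compared with SC+ sham, and the threshold was a Benjamini-Hochberg adjusted p under 0.05 over the 19505 genes, following the paper's false discovery rate of 5%. The fit has 5 residual degrees of freedom, to which moderation added a prior of 6.76. SC- was compared with SC+ at each time point in a fit of all 20 arrays (10 residual degrees of freedom, prior 8.16), at the paper's unadjusted p under 0.05, with the count after adjustment given beside it. The same fit gave the SC- response against its own sham and the difference between the 2 responses. An additive model of time point and group gave the difference between SC- and SC+ over all time points. At an unadjusted p under 0.05, chance gives about 975 of 19505 genes.

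Genes were also read as 34 lists fixed before the data were examined, of which 33 were measured: metabolic pathways (165 genes in all), targets of NRF2 and ATF4, ribosome biogenesis, proliferation, predicted myomiR-1 targets, and markers of satellite cells, myoblasts, myofibres, macrophages, neutrophils, lymphocytes, endothelial cells, fibroblasts, tenocytes, pericytes and smooth muscle, Schwann cells, adipocytes and denervation. For each list the members past the threshold were counted, over all genes and adjusted over the list alone, and the list was tested as a set with camera (preset correlation 0.01, and an estimated correlation) and fry, with adjustment over the lists of 1 comparison. In camera with an estimated correlation, adjusted p values of 0.171, 0.234 and 0.245 at days 3, 5 and 7 in SC+ are the lowest over all lists. Several lists share these values, which therefore do not rank them. By fry, 20, 20, 24 and 20 of the 33 lists passed at days 1, 3, 5 and 7 in SC+. Several metabolic lists (serine synthesis and transport, purine salvage, pyrimidine and redox among them) hold genes that the paper names as raised in these arrays. Their changes in its figures had been seen, so the counts and set tests of these lists are not independent evidence of direction. Lists of clock and activity-regulated genes were added after the data were seen.

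The genes named were chosen by a rule fixed beforehand. They are the genes that the paper names, whose directions and fold changes in its figures had been seen, and for each SC+ day the 5 largest rises and the 5 largest falls among genes past the threshold with both MOV arrays beyond both sham arrays. They are also the 5 largest differences in each direction between SC- and SC+ at day 5, at day 7 and over all time points, and up to 4 members of each list, or every member of a list of 9 or fewer. Genes near the top of the scale and clock genes were named after their values were seen.

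The replicate numbers were not taken to pair the samples, since the sources used here give no shared animal, batch or day for a number, and arrays with the same number did not all deviate together. Correlations of their deviations from the group means lay between -0.155 and 0.216 (median -0.00915, 45 pairs of groups, 12 over 0.1 and 24 below 0). Some clock genes differed by replicate number, as the closing observations give.

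The alternatives tried were the replicate number as a block, leaving out each array in turn (where 1 array is left in a group, it is assumed to vary like the other groups), all rows of the table, dropping the 30% dimmest genes, cyclic loess normalization, the trend and robust options, the mean of all probe sets of a gene, all 20 arrays or only the 4 arrays compared sharing the spread, adjustment over the metabolic lists alone, a plain unmoderated test, a Benjamini-Hochberg threshold for SC- against SC+, and array weights. A fit with all 4 sham arrays as the reference was added after the data were seen.

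The fits were tested on simulated arrays of the same 19505 genes, with 100 genes changed by a log2 of 1 and 100 by a log2 of 2. With the SC+ design, 15% of genes changed by a log2 of 1 and 88% of those changed by a log2 of 2 were recovered at day 1, with 5 of 19305 unchanged genes called. For SC- against SC+ at day 7 at an unadjusted p under 0.05, 87% and 99% were recovered, with 988 of 19305 unchanged genes called, and after adjustment 43% and 92%, with 11 called. For SC- against SC+ over all time points 100% and 99% were recovered, with 12 unchanged genes called. That simulated difference was the same at every time point, so these shares do not cover differences that vary with time. Far fewer genes were changed in the simulation than passed in SC+ at day 1 (3457), which makes the adjusted threshold stricter. The 15% and 88% therefore do not give the recovery in the real SC+ fit. In simulated lists of 12 genes, camera with either correlation and fry called 10 of 10 shifted lists, and camera with the preset correlation called 1 unshifted list. The simulated genes varied independently of each other. These lists therefore do not show how often camera with an estimated correlation misses a shifted list whose genes vary together.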

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

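The tests of repair or overload in a sham pool and of an exchange of labels were chosen after the results they address were seen.

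Macrophage marker genes, none of which the paper names, had a median log2 fold change over 14 markers of 1.07, 3.71, 2.93 and 2.05 at days 1, 3, 5 and 7 of MOV in SC+ muscle (adjusted p = 0.483, 0.171, 0.234 and 0.245 in camera with an estimated correlation, with 5 rising and 1 falling at day 1), while 3, 5, 2 and 2 of the 5 PPP and redox genes *Pgd*, *Gsr*, *Gpx1*, *Prdx1* and *Txnrd1* passed at those days, with medians of 1.03, 1.54, 1.11 and 0.45 over the 5 and of 2.52, 1.54, 1.78 and 1.48 over those that passed. A lower share of myofibre RNA that raises markers of every other cell type alike is argued against by the endothelial, pericyte and Schwann lists. Their medians had a median of -0.54, -0.08, -0.33 and -0.0704 at the same days (-0.67 to 0.0994 with any 1 array left out). The pericyte list alone rose by day 7, with mean levels of 9.35 and 9.335 against 8.2 and 8.525 in SC+ sham. These lists cannot decide on a lower share brought about by entering cells, which would dilute them too. An influx of macrophages stays open as a candidate source of part of the rise, since the macrophage median was at least 1.07 at each of these days, with *Lyz2* rising from 11.50 ± 2.77 (SD, n = 2) in sham to 16.78 ± 0.11 (SD, n = 2) at day 3 and *Ctss* from 8.10 ± 2.89 (SD, n = 2) to 14.40 ± 0.35 (SD, n = 2), although 13 of the 14 markers already have a mean above 6 in sham muscle (0 of the 14 are in another list or named by the paper). That reading rests on single arrays, because the markers rising at day 1 numbered 3 without sham replicate 1 or MOV day 1 replicate 1 and 9 without sham replicate 2, without sham replicate 1 the macrophage medians were 0.15, 2.42, 1.7 and 1.29, the day 1 median without MOV day 1 replicate 1 was 0.62, those at days 1 and 7 without sham replicate 2 were 2.06 and 3.11, the median of the 5 genes was 0.73 and 0.13 at days 5 and 7 without sham replicate 1 and 0.94 and 0.81 at day 7 without MOV day 7 replicate 1 or sham replicate 2, and the 5 genes gave 2 passing at day 1 and 1 at day 7 without sham replicate 1, 4 at day 5 without sham replicate 2, and 1 at day 7 without either MOV day 7 array. Of the 5 genes, *Gpx1* (2.81), *Prdx1* (1.54) and *Pgd* (1.5) were highest at day 3, where the macrophage median was highest too. *Gsr* (2.83) and *Txnrd1* (2.52) were highest at day 1, where that median was lowest, so these 2 genes did not follow it. Neutrophil markers were also highest at day 1, and neutrophils as a source were not tested. A change inside the muscle fibres with the days of MOV also stays open and was not tested, since these arrays hold the RNA of all cells of the muscle, and the paper, which raises macrophages among its limitations, cites work that placed most nascent RNA in myonuclei.

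The 2 SC+ sham arrays, replicates of 1 group, lay 1149 genes apart by more than 1 on the log2 scale, against 256 to 1051 in the other 9 groups, with replicate 2 higher than replicate 1 in 14 of 14 macrophage genes (median 2.00) and 10 of 10 fibroblast genes (3.10) and lower in 17 of 17 TCA cycle genes (-0.63). An exchange of labels with an overloaded SC+ array is argued against, since 0 of the 8 SC+ MOV arrays correlated best with a sham array. Muscle under repair or overload in the pool of replicate 2 stays open, since 84.6% of the 2330 genes higher at day 7 in SC- were higher in replicate 2 than in replicate 1, against 57.3% between the 2 SC- sham arrays. The design gives no condition that parts the 2 pools, so no biological explanation from the design was tested.

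Among genes that the paper does not discuss, the embryonic myosin gene *Myh3* was lower in SC- than in SC+ at day 7 of MOV by a log2 difference of -4.58 (adjusted p = 0.104, from -5.64 to -3.53 with any 1 of the 4 arrays left out). The growth factor gene *Igf2* was lower at day 7 by -4.88 (adjusted p = 0.0164, from -5.86 to -3.91 with 1 array left out). TCA cycle genes had a median difference of -0.93 at day 7, from -1.1 to -0.70 with 1 array left out. As a set they did not pass in camera with an estimated correlation. In the same comparison some macrophage and most neutrophil markers were higher in SC-.

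Over all time points 8 genes differed between SC- and SC+, the most raised in SC- being *Tnmd*, which encodes tenomodulin of tendon (log2 difference 1.64, adjusted p = 0.0245, higher at 5 of 5 time points). Of 100 splits of the arrays within time points, the real one included, 1 gave as many genes, and the highest of the others gave 2. This argues against chance for that number of genes but does not exclude it, since 1 of 100 is the smallest share possible here. With any 1 of the 20 arrays left out, *Tnmd* stayed between 1.41 and 1.83, but its adjusted p ran from 0.00198 to 0.0852 and missed the threshold in 8 of the 20 fits, and the number of genes ran from 0 to 24. That number depends on the fit, since it was also 0 with all rows of the table and 0 with the trend and robust options in limma, against 1698 at an unadjusted p under 0.05 in the planned fit.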

How the results depend on the processing

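The fit with all 4 sham arrays as the reference was chosen after the data were seen, and the other tests were set before the data were examined.

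All 22 counts stayed within 1.5 times under the replicate block, cyclic loess and the mean of probe sets. For the SC+ response alone, so did the 8 counts with all 20 arrays sharing the spread or all 4 sham arrays as the reference, and the 4 counts of the metabolic lists with adjustment over those lists. Loess moved no median of all genes by 0.1. With a plain unmoderated test the genes passing in SC+ were 1720, 2735, 1363 and 1171 at days 1, 3, 5 and 7, against 3457, 4190, 3750 and 3521, and in the metabolic lists 44, 38 and 32 at days 1, 5 and 7, against 84, 91 and 85, as this test borrows no spread from other genes. With only the 4 arrays compared they were 2029, 2266 and 2203 at days 1, 5 and 7, and 563 against 1088 for SC- against SC+ in sham muscle, with fewer arrays to estimate the spread. Without the 30% dimmest genes, 703 genes differed between SC- and SC+ in sham muscle, and the response differed for 619 genes at day 1 (962 with all genes) and 527 at day 3 (819), with fewer genes tested. A Benjamini-Hochberg threshold gave 0, 0, 6, 1 and 56 genes for SC- against SC+ (sham, days 1, 3, 5 and 7), where an unadjusted p under 0.05 gave 1088, 1168, 1064, 1795 and 2361. Over all time points the 8 genes became 0 with all rows of the table, 0 with the trend and robust options in limma (1698 at an unadjusted p under 0.05 in the planned fit) and 16 with array weights, and the cause was not tested.

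With 1 array left out at a time, the SC+ counts ran from 2013 to 3469, 2458 to 4313, 1686 to 3942 and 1579 to 3726 at the 4 days, and in the metabolic lists from 56 to 89, 78 to 112, 54 to 102 and 48 to 96. For SC- against SC+ they ran from 1157 to 1659 in sham muscle and from 885 to 1629, 759 to 1017, 984 to 2080 and 1362 to 2169, for the SC- response from 1374 to 2343, 2510 to 3623, 4327 to 4677 and 4012 to 4768, for the difference between responses from 845 to 1301, 688 to 1079, 977 to 2185 and 1246 to 2540, and over all time points from 0 to 24, each with fewer arrays. Among the genes named, 4 values changed direction past the threshold, each with the other sham array as the only reference. *C1qb* at day 1 ran from -1.41 to 1.84 (0.22 with all arrays), *Fn1* at day 1 from -1.05 to 2.85 (0.90), *Mki67* at day 1 from -1.61 to 1.59 (-0.01) and *Myh3* at day 3 from -2.16 to 4.00 (0.92). None of the 4 passed with all arrays. For SC- against SC+ in sham muscle and at days 1 and 3, single genes are not reported, a choice made after 8 values of 148 genes had been seen to change direction with 1 array left out. Those were *Ldhb*, *Lyz2* and *Sod3* without SC+ sham replicate 1 (1.02, -1.94 and -0.800 in sham, against -0.104, 0.0164 and 0.0298), *C1qb*, *Ctss*, *Itgam* and *Myh3* without SC+ sham replicate 2 (1.61, 1.82, 1.12 and 0.558, against -0.0160, -0.228, -0.0507 and -2.52), and *Gpx7* at day 1 without SC- MOV day 1 replicate 2 (-0.00890 against 0.962). The counts of calls of named genes below leave out these 3 comparisons, while the counts for gene lists in camera include them.

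Of the values of named genes, leaving out 1 array ended 836 calls, added 189 and left 8603 as they were. Values left as they were include those that passed in neither fit, so these numbers give no share of calls that ended. The plain unmoderated test ended 395 calls and added 21, only the 4 arrays compared ended 147 and added 45, all rows of the table ended 123 and added 1, and the trend and robust options ended 67 and added 20. All 20 arrays sharing the spread ended 27 and added 33, loess ended 20 and added 31, leaving out the dimmest genes ended 2 and added 20, array weights added 2, adjustment over the metabolic lists alone added 71, and the mean of probe sets changed none. All 4 sham arrays as the reference ended 19 and added 121. Of 40 genes the paper names, 81 of 160 values by day passed, and 45 of them passed with any 1 array left out. Of the 36 others, 26 ended without SC+ sham replicate 1 and 8 without SC+ sham replicate 2. Of 162 counts over 0 in gene lists for the SC+ response, 59 stayed within 1.5 times with any 1 array left out, 62 moved further without SC+ sham replicate 1 and 25 without SC+ sham replicate 2, and 32 reached 0 in some fit. For gene lists in camera, an estimated correlation in place of the preset one ended 111 calls and left 219 results as they were.

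With the replicate number as a block, the SC+ counts were 3585, 4257, 3846 and 3622, and of the values of named genes 9 calls ended and 35 were added. No gene passed in limma for the replicate number itself.

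The signal limits what these arrays show at both ends. At the top of the scale, *Acta1*, *Fhl1*, *Myl1* and *Myh8*, singled out after their values were seen, had means of 19.92 and no SC+ change over 0.0145, so a change there would be hidden. At the other end, the mean of 8158 genes was under 6, where background takes up part of the value and reduces fold changes.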

Differences from the paper's values

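The fit with all 4 sham arrays as the reference was chosen after seeing the values. It drops 3 of 29 items that the paper calls, against 6 dropped in the planned fit, and 0 of the items it drops were reached in the planned fit.

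Of 116 log2 fold changes read from the paper's figures, 113 lay within the error of those here and 3 differed, all in SC+. The 113 lay at most 0.091 apart, and the error is the spread between pools, not the error of reading a bar. For *Pfkm* at day 1 the paper's value is about -0.05 in Fig. 1, read by eye, and here it is -1.53 (standard error 0.30). Every alternative set before the data were examined differed from it too (-1.75 to -1.3). For *Hk2* at day 1 the paper's value is about 2.1 in Fig. 1, read by eye, and here it is 1.47 (standard error 0.48). Of the alternatives set before the data were examined, 3 came within their error of it, a plain unmoderated test (1.47, standard error 0.68), and fits without SC+ MOV day 1 replicate 1 (1.85) and without SC+ sham replicate 1 (1.59). The unmoderated test widened the error and brought the value no closer. The others did not: the replicate block, all rows of the table, without the 30% dimmest genes, cyclic loess, trend and robust options, mean of probe sets, all 20 arrays sharing the spread, only the 4 arrays compared, adjustment over the metabolic lists, without SC+ MOV day 1 replicate 2 (1.09) and without SC+ sham replicate 2 (1.36). For *Hk2* at day 3 the paper's value is about 2 in Fig. 1, read by eye, and here it is -0.70 (standard error 0.48). Every alternative set before the data were examined differed (-0.82 to -0.59).

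Of 60 statements in the paper about whether a gene passed its false discovery rate at a given day in SC+, 51 were the same here, 23 of 29 calls and 28 of 31 without a call. The paper gives *Hk2* as raised at day 1 (adjusted p here 0.0564). It passed with the replicate block (0.0423), cyclic loess (0.0476), all 20 arrays sharing the spread (0.0190), only the 4 arrays compared (0.0318) and adjustment over the metabolic lists (0.0198), and with all 4 sham arrays as the reference (0.00706), which was chosen after seeing the values and drops 3 of the paper's own called items. It also gives *Hk2* as raised at day 3, which no setting gave (adjusted p here 0.372). *Pgls* at day 7, raised in the paper (0.66, adjusted p here 0.0815), passed with all 20 arrays sharing the spread (0.0428), without SC+ sham replicate 1 (0.0426) and with adjustment over the metabolic lists (0.0315). *Taldo1* at day 3, raised in the paper (0.95, adjusted p here 0.0712), passed with all 20 arrays (0.0357), without SC+ MOV day 3 replicate 1 (0.0150), with the metabolic lists (0.0251) and with all 4 sham arrays as the reference (0.0140), chosen after seeing the values and dropping 3 of the paper's own called items. *Taldo1* at day 5, also raised in the paper (0.85, adjusted p here 0.111), passed with the metabolic lists (0.0439) and with all 4 sham arrays (0.0307), chosen after seeing the values and dropping the same number, 3, of called items. *Mthfd1* at day 5, lower in the paper (-0.65, adjusted p here 0.0891), passed with adjustment over the metabolic lists (0.0335).

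In the other direction, 3 genes passed here at a day for which the paper shows no call. *Slc2a1* at day 7 (0.93, adjusted p = 0.0437), which the paper describes as back at baseline, did not pass with the replicate block (0.0523), all rows (0.0853), cyclic loess (0.0559), all 20 arrays sharing the spread (0.290), a plain unmoderated test (0.148), only the 4 arrays compared (0.0689) or without any 1 of the 4 arrays (0.0627 to 0.259). All 4 sham arrays as the reference (0.223), chosen after seeing the values and dropping 3 of the paper's called items, did not call it either. *Nadk* at day 5 (0.84, adjusted p = 0.0329) did not pass with all rows (0.0600), cyclic loess (0.0503), a plain unmoderated test (0.0869), only the 4 arrays compared (0.0751), without any 1 of the 4 arrays (0.0644 to 0.189), or with all 4 sham arrays (0.108), chosen after seeing the values and dropping 3 of the paper's called items. *Mthfd2* at day 5 (1.13, adjusted p = 0.0358) did not pass with all rows (0.0792), a plain unmoderated test (0.163), only the 4 arrays compared (0.0718), or without SC+ MOV day 5 replicate 1, SC+ MOV day 5 replicate 2 or SC+ sham replicate 1 (0.171, 0.0982 and 0.263).

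The paper describes fatty acid and amino acid synthesis genes as unchanged. Here, of 12 fatty acid synthesis genes 0, 4, 6 and 5 rose and 4, 1, 1 and 1 fell at days 1, 3, 5 and 7, and of 12 amino acid synthesis genes 1, 3, 3 and 3 rose and 5, 6, 6 and 6 fell, at an adjusted p under 0.05 in limma. Which genes the paper grouped there was not compared here, and as sets they had adjusted p = 0.347, 0.629, 0.234 and 0.245 and adjusted p = 0.271, 0.216, 0.289 and 0.245 in camera with an estimated correlation.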

Other observations

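The tests of clock and activity-regulated genes were chosen after the result was seen.

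Some genes of growth and stress programmes rose in SC+ muscle during MOV, and the days were not tested against each other. *Myc*, the transcription factor that drives ribosome production, rose by 5.31, 3.70 and 2.65 on the log2 scale at days 1, 3 and 5, and the nucleolar genes *Nop58* (2.49, 2.26 and 1.54) and *Ncl* (1.4, 1.5 and 1.03) rose with it. Of 11 ribosome biogenesis genes 7, 5, 4 and 4 rose at days 1, 3, 5 and 7 (8, 5, 4 and 4 adjusted over the list alone, where 0, 0, 0 and 1 fell). Of 11 NRF2 targets 7, 7, 2 and 1 rose and 1, 1, 2 and 2 fell (adjusted over the list 7, 8, 7 and 1 rose and 1, 1, 2 and 2 fell), among them *Hmox1*, which breaks down haem, by 4.19, 6.07 and 5.19 at days 1, 3 and 5, and *Nqo1* fell by 2.74 at day 7. Of 14 ATF4 targets 6, 5, 5 and 3 rose and 0, 2, 2 and 2 fell (6, 5, 5 and 3 and 1, 2, 2 and 2 over the list), with *Atf3* rising by 7.08 and 2.80 at days 1 and 3. The NRF2 and ATF4 counts in part repeat genes that the paper names, 4 in each list (*Pgd*, *Gclc*, *Taldo1* and *Txnrd1*, and *Psat1*, *Phgdh*, *Shmt2* and *Mthfd2*). In camera with its preset correlation the day 1 adjusted p values of the ribosome, NRF2 and ATF4 lists were 1.22e-05, 7.08e-05 and 0.00722, and with an estimated correlation 0.0880, 0.0880 and 0.175. With single arrays left out, ribosome genes that rose numbered 4 (without MOV day 1 replicate 1) at day 1 and 1 (without MOV day 7 replicate 2 or sham replicate 1) or 2 (without MOV day 7 replicate 1) at day 7. NRF2 targets that rose numbered 4 (without MOV day 3 replicate 2) at day 3 and 1 (without MOV day 5 replicate 1 or MOV day 5 replicate 2) at day 5. NRF2 targets that fell numbered 1 (without MOV day 5 replicate 1 or MOV day 5 replicate 2) at day 5. ATF4 targets that rose numbered 1 (without MOV day 5 replicate 2) or 2 (without MOV day 5 replicate 1) or 3 (without sham replicate 1 or sham replicate 2) at day 5 and 1 (without MOV day 7 replicate 1) at day 7. ATF4 targets that fell numbered 0 (without MOV day 3 replicate 2) or 1 (without MOV day 3 replicate 1, sham replicate 1 or sham replicate 2) at day 3, 1 (without MOV day 5 replicate 2 or sham replicate 1) at day 5 and 1 (without MOV day 7 replicate 2 or sham replicate 2) at day 7.

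Of 10 genes of matrix-forming fibroblasts 0, 6, 9 and 10 were higher and 5, 0, 0 and 0 lower at days 1, 3, 5 and 7 (0, 7, 9 and 10 higher and 5, 0, 0 and 0 lower over the list), with medians of -1.66, 2.69, 4.21 and 4.56. The medians without sham replicate 1 were -2.85, 0.80, 2.23 and 2.65, and without sham replicate 2 0.00, 4.33, 5.98 and 6.37. The list had adjusted p = 1.69e-08 and 1.84e-09 at days 5 and 7 in camera with its preset correlation and 0.234 and 0.245 with an estimated one. Of 6 tenocyte genes 1, 2, 3 and 3 rose and 2, 1, 0 and 0 fell (1, 2, 3 and 3 and 3, 2, 0 and 0 over the list), with *Tnmd* higher by 2.57 and 5.03 at days 5 and 7. Of 8 genes of the neuromuscular junction and the denervation response 3, 2, 4 and 5 rose and 2, 1, 1 and 0 fell (3, 3, 5 and 5 and 3, 1, 1 and 1 over the list), among them *Runx1* by 4.28, 3.21, 3.39 and 3.70, which without sham replicate 1 was 2.84, 1.78, 1.95 and 2.27. Fibroblast genes that rose numbered 2 (without MOV day 3 replicate 1) or 3 (without MOV day 3 replicate 2 or sham replicate 1) at day 3. Fibroblast genes that fell numbered 2 (without MOV day 1 replicate 2) or 3 (without sham replicate 2) or 8 (without sham replicate 1) at day 1. At day 1, 3 fibroblast genes rose without sham replicate 2, *Fn1* by 2.85, *Lox* by 3.04 and *Tnc* by 2.94, against 0.90, 1.17 and 1.18 with all arrays. Tenocyte genes that rose numbered 0 (without MOV day 3 replicate 1 or sham replicate 1) or 1 (without MOV day 3 replicate 2) at day 3. Tenocyte genes that fell numbered 1 (without MOV day 1 replicate 2 or sham replicate 1) at day 1. Denervation genes that rose numbered 1 (without sham replicate 1) or 6 (without sham replicate 2) at day 3, 1 (without MOV day 5 replicate 2) or 2 (without sham replicate 1) at day 5 and 3 (without MOV day 7 replicate 1, MOV day 7 replicate 2 or sham replicate 1) at day 7. Denervation genes that fell numbered 4 (without sham replicate 1) at day 1.

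Myofibre genes fell, 4, 6, 6 and 4 of 15 at the 4 days (8, 7, 6 and 5 over the list, and 7 of the 15 have a mean of 19 or more, near the top of the scale, where a change cannot show in full), among them *Actn3* (-2.40, -1.74 and -1.4) at days 3, 5 and 7 and *Pvalb* (-4.13 and -2.38) at days 3 and 5. Of 8 satellite cell genes 1, 2, 1 and 3 rose (1, 3, 1 and 5 over the list), and of 9 genes of differentiating myoblasts 1, 1, 2 and 5 rose and 3, 0, 0 and 0 fell (1, 1, 4 and 6 and 3, 0, 0 and 0 over the list). Of 7 endothelial genes 0, 0, 0 and 0 rose (0, 1, 3 and 2 at an unadjusted p under 0.05) and 2, 3, 1 and 0 fell (0, 0, 0 and 0 and 4, 3, 1 and 0 over the list), of 6 pericyte and smooth muscle genes 0, 0, 2 and 2 rose and 2, 2, 0 and 0 fell (0, 1, 2 and 2 and 3, 2, 0 and 0), of 7 lymphocyte genes 0, 0, 0 and 0 rose (0, 2, 0 and 1 at an unadjusted p under 0.05) and 0, 1, 1 and 0 fell (0, 2, 0 and 0 and 0, 1, 1 and 0), and of 3 Schwann cell genes 0, 0, 0 and 0 rose (0, 0, 0 and 0 at an unadjusted p under 0.05) and 0, 0, 0 and 1 fell (0, 0, 0 and 0 and 0, 0, 1 and 1). Of 5 adipocyte genes limma called 0 at any day (0, 1, 3 and 3 lower at an unadjusted p under 0.05, 0, 0, 0 and 3 lower over the list). Lists under camera, preset correlation, passed in 12, 14, 15 and 17 of 33 cases at the 4 days, under fry in 20, 20, 24 and 20, and with an estimated correlation in 0, where the lowest adjusted p values were 0.0880, 0.171, 0.234 and 0.245. Myofibre genes that fell numbered 1 (without MOV day 1 replicate 1 or sham replicate 1) or 2 (without MOV day 1 replicate 2) at day 1 and 2 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Satellite cell genes that rose numbered 1 (without MOV day 3 replicate 2 or sham replicate 1) at day 3 and 1 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Endothelial genes that fell numbered 0 (without MOV day 1 replicate 1) at day 1 and 0 (without MOV day 3 replicate 1) or 1 (without sham replicate 1) at day 3. Pericyte genes that rose numbered 1 (without MOV day 5 replicate 2 or sham replicate 1) at day 5 and 1 (without MOV day 7 replicate 2 or sham replicate 1) at day 7. Pericyte genes that fell numbered 1 (without MOV day 1 replicate 2) at day 1 and 0 (without MOV day 3 replicate 2 or sham replicate 1) or 1 (without MOV day 3 replicate 1) at day 3. Myoblast genes that rose numbered 4 (without sham replicate 2) at day 3, 5 (without sham replicate 2) at day 5 and 2 (without MOV day 7 replicate 1 or MOV day 7 replicate 2) at day 7. Myoblast genes that fell numbered 1 (without MOV day 1 replicate 1 or MOV day 1 replicate 2) at day 1.

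In SC- muscle against its own sham, 2812, 4146, 5436 and 5588 genes passed at days 1, 3, 5 and 7 (1374 at day 1 without SC- MOV day 1 replicate 1 and 1849 without SC- sham replicate 1, and 2510 at day 3 without SC- MOV day 3 replicate 1). Set against SC+, endothelial genes were higher in SC- at day 5 (4 of 7 at an unadjusted p under 0.05, 2 over the list, adjusted p = 0.0522 in camera with an estimated correlation), and at day 7 proliferation genes (10 of 16, 7 over the list, adjusted p = 0.164) and neutrophil genes (6 of 7, 6 over the list, adjusted p = 0.118). Lower were myofibre genes (6 of 15 at day 5 and 7 at day 7, adjusted p = 0.339 and 0.234) and denervation genes (4 of 8 at day 7, adjusted p = 0.219). The largest falls at day 5 included *Mymk*, which drives myoblast fusion (-3.94), the embryonic troponin gene *Tnnt2* (-3.89) and *Fndc3c1* (-2.88, adjusted p = 0.0187), and the largest rises *Mmp12*, a protease of macrophages (2.40), and *Tbxas1*, thromboxane synthase (2.01). At day 7 *Tnnt2* (-3.44) and the slow troponin gene *Tnni1* (-3.42, adjusted p = 0.0219) were lower and *Hmox1* (2.48), *Itgam* (2.25) and *Csf3r* (1.89, adjusted p = 0.0300) higher. The response difference itself passed for 0 genes after adjustment in limma at each day (962, 819, 1522 and 1811 at an unadjusted p under 0.05, and 977 at day 5 without SC+ MOV day 5 replicate 1).

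Over all time points the 8 genes that differed were *Tnmd* (1.64) and *Svep1* (0.74), higher in SC-, and *Fndc3c1* (-1.66), *Fgfr4* (-1.0), *Jam3* (-0.65), *Actc1* (-1.35), *Tnnt2* (-2.65) and *Svbp* (-0.58), lower. *Actc1* and *Tnnt2*, which were not lower at each of the 5 time points, are named after their values were seen. With 1 array left out the number of genes ran from 0 to 24, and it was 0 in 8 of the 20 fits (limma, adjusted p, 1698 at an unadjusted p under 0.05 with all arrays). The satellite cell list (1 of 8 lower, 6 over the list) and the list of differentiating myoblasts (1 of 9, 7 over the list) were lower in SC- with an estimated correlation in camera (adjusted p = 0.00131 and 0.0156). The mean level of the satellite cell list was near or under 6 on every array, where background takes up part of the value. The tenocyte list (1 of 6 higher, 4 over the list) had adjusted p = 0.0603, and the redox list (7 of 23 higher over the list) adjusted p = 0.0603.

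A hypothesis about the replicates concerns the time of day. In the arrays numbered 2, *Dbp* and *Per3*, outputs of the circadian clock, were higher than in those numbered 1 in 10 of 10 groups (log2 differences 1.66 and 0.92, adjusted p = 0.131 for both) and *Arntl* and *Nfil3*, of opposite phase, lower in 9 of 10 (-1.01 and -0.81, adjusted p = 0.284 and 0.131), as was the activity-regulated *Nr4a3* (-1.80, adjusted p = 0.131), and 0 genes passed adjustment in limma. Over 12 clock genes, 10 went the way that the phase of *Dbp* calls for, the exceptions being *Per1*, higher in 3 of 10 groups, and *Nr1d1*, in 5 of 10, and of 5 activity-regulated genes 4 were lower on average. A score of these 12 genes was higher in replicate 2 in 8 of the 9 groups other than SC+ sham (exact sign test p = 0.0391), SC+ MOV day 1 the exception, so collection of the 2 replicates at another time of day is a candidate explanation, although *Dbp* and others had been seen to differ before the list was written. No biological explanation was tested, since the design names none.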
